# Cell-Free Fat Extract Improves Ovarian Function and Fertility in Mice With Advanced Age

**DOI:** 10.3389/fendo.2022.912648

**Published:** 2022-06-16

**Authors:** Mengyu Liu, Wenzhu Li, Xiaowei Zhou, Mingjuan Zhou, Wenjie Zhang, Qiang Liu, Aijun Zhang, Bufang Xu

**Keywords:** ovarian aging, cell-free fat extract, granulosa cells, cellular senescence, ovarian microenvironment, DNA damage

## Abstract

The reduction in the quantity and quality of oocytes is the major factor affecting fertility in women with advanced age, who tend to experience delayed childbearing and declined fertility rate. However, effective therapeutic strategies to combat this decrease in ovarian function are lacking in clinical practice. Thus, identifying a new method to rescue ovarian function and improve reproduction in natural age-related decline in fertility is necessary. Cell-free fat extract (CEFFE) has been verified to possess diverse active proteins exerting anti-aging and proliferation-promoting effects. Nonetheless, whether CEFFE can rescue the decline in aged-related ovarian function and improve the fertility of females with advanced age remains unclear. In this study, a natural aging mouse model, exhibiting similarities to the physiological changes of ovarian senescence, was used to observe the anti-aging effect of CEFFE on ovarian functions. We found that CEFFE, injected *via* the veins, could recover the levels of the sex hormone, increase angiogenesis and the number of growth follicles in the natural aging mice model. Moreover, CEFFE promoted the development of embryos and increased the litter size of aged mice. Transcriptome analysis of the aged mouse ovaries revealed that CEFFE treatment upregulated the expression of genes involved in the repair of DNA damage. And both *in vivo* and *in vitro* experiment proved that CEFFE improved the function of granulosa cells, including promoting proliferation, alleviating senescence, and rescuing DNA damage in aged granulosa cells. Collectively, our study implied that CEFFE improved the ovarian function and fertility of naturally aging mice by ameliorating the overall microenvironment of ovary, which provided a theoretical basis for new anti-aging therapeutic strategies for cell-free therapy in ovaries.

## Introduction

Globally, approximately 15% of couples (48.5 million) are affected by infertility (1), and the age-related decline in ovarian functions is becoming increasingly common. Generally, ovarian function, principally determined by the number of ovarian follicles and quality of oocytes, begins to experience a decline around 30 years of age (2). In couples not using contraception, the pregnancy rate is 25% per cycle in women aged 20–30 years, while it was less than 5% in females older than 40 years. Meanwhile, the fertility rates decrease, and the rates of aneuploidy and spontaneous abortion increase with increasing age in women (3, 4). However, the increased life expectancy of females worldwide and the tendency of delayed childbearing have rapidly expanded the demand for assisted reproductive technology (5, 6).The percentage of IVF cycles that resulted in live births was 41.5% in women younger than 35 years but only 22.1% in women aged 38–40 years (7).

Ovarian microenvironment, including enriched vasculature, various growth factors, requisite hormone synthesis and normal function of granulosa cells, is vital for the mature of oocytes (8). Maintenance of microenvironment homeostasis is a key factor for normal ovarian function. However, during the aging process, due to the collage deposition and reduced efficiency of tissue remodeling, resulting the imbalance of microenvironment homeostasis and the fibrosis of ovary, eventually lead to the decline of ovarian function (9). Therefore, comprehensive restoration of ovarian microenvironment health is essential to improve ovarian function.

In recent years, many studies have investigated methods to improve ovarian functions, and the effects of stem cells or exosomes on ovarian functions have been well-documented (10). For example, human umbilical cord mesenchymal stem cell-derived exosomes can partly delay ovarian aging in female mice (11). However, immune rejection and ethical risks of stem cell therapy and the limited source, low productivity, and difficulty in scaling up the production of exosomes have limited the clinical application of stem cells and exosomes (12, 13). Several studies have shown that stem cells can contribute to tissue repair *via* secretion of growth factors (14, 15). For example, adipose-derived stem cells can rescue the ovarian function *via* secretion of HGF and bFGF from stem cells (16, 17). Many growth factors were vital for maintaining the balance of ovarian microenvironment and further affecting the functions of ovary, however, the low of cytokines production and expensive treatment costs are not conducive to their wide application (18, 19). Despite the growing attention in ovarian antiaging research, there are no clinically feasible strategies to either preserve or rejuvenate reproductive functions during aging (20, 21).

Adipose tissue, which is rich in cytokines, has been processed and applied in various diseases (22, 23). Cell-free fat extract (CEFFE) is a cell-free liquid with active protein components acquired from adipose tissues *via* the process of mechanical emulsification and centrifugation to remove cellular debris and viable cell components and sterilization, which has advantages of an autogenous source, low immunogenicity, no tumorigenicity, high clinical safety, and low ethical risk. Furthermore, our previous proteomic spectrometry data showed that CEEFE contains more than 1,000 protein components, such as BDNF, HGF, and bFGF (24). Additionally, the anti-oxidant and anti-aging effects of CEFFE on skin repair and promotion of angiogenesis and proliferation on vaginal atrophy have also been reported (25, 26), indicating its potential in anti-aging therapy. However, whether CEFFE can rescue the senescence of ovaries remains unclear. In this study, a natural aging mouse model (10-month-old female mice), which is analogous to 35-40 years of age in human women, was used to observe the anti-aging effect of CEFFE on the ovarian functions of aged mice, as well as the ameliorated effect on ovarian microenvironment. Furthermore, the underlying molecular mechanism of the ovarian anti-aging effect of CEFFE was explored to provide a new therapeutic strategy for rescuing ovarian aging clinically.

## Materials and Methods

### Preparation of CEFFE

CEFFE was provided by SEME Cell Technology Co., Ltd (Shanghai, China), and it was extracted from fresh adipose tissues as previously described (24). Briefly, the fat tissue was washed with saline several times to discard the blood components. Next, the tissue was emulsified mechanically, centrifuged several times to obtain the lowest fluid layer, and stored at –80°C. The protein concentration of CEFFE was measured using a BCA protein kit (Vazyme, China), and the solution was diluted to 3 mg/mL before use.

### Natural Aging Animal Model and Animal Treatment

Specific pathogen free 10-month-old female mice and 8-week-old female and male mice of the C5BL/6J strain were purchased from and housed in Shanghai Branch of Beijing Vital River Laboratory Animal Technologies Co. Ltd., China. All animal experiments were conducted according to the guidelines of Animal Ethics Committee (P2022002). The Control group comprised 8-week-old female mice, and the 10-month-old female mice were equally divided into two groups: the Aged and Aged +CF groups. The mice from the Aged +CF group were treated with 200 μL CEFFE (protein concentration: 3 μg/μL) *via* the tail vein every two days for 2 weeks. At the same time, mice from the Control and Aged groups were injected with the same volume of saline.

### Measurement of Anti-Mullerian hormone (AMH), Estrogen (E_2_), and Follicle Stimulating Hormone (FSH) *via* ELISA

Blood samples from mice were collected and stored at room temperature for 30 min, and they were then centrifuged at 2000 rpm for 10 min. The upper supernatant was harvested to detect the serum concentration of AMH, E_2_, and FSH *via* ELISA (Mlbio, China) as previously described (27).

### Hematoxylin and Eosin Staining of Ovaries and Follicle Counts

Ovaries were harvested and fixed with 4% paraformaldehyde for more than 24 h, and dehydration, wax leaching, and embedding were performed. Ovaries were sliced into 4 μm sections. Subsequently, the sections were dewaxed with ethanol and stained with Hematoxylin and Eosin dye. The maximum longitudinal section of each ovary was selected to count all follicular stages based on the morphological characteristics (28). Finally, the number of primordial, primary, secondary, antral, and atretic follicles were recorded and analyzed.

### Embryo Acquisition and Culture

To evaluate the function of CEFFE on embryonic development in aged mice, mice were treated with ovulation induction after two weeks from the last treatment. Briefly, the mice were intraperitoneally injected with 10 IU of pregnant mare serum gonadotropin (Sansheng, China), and after 48 h, 10 IU of human chorionic gonadotropin (Sansheng, China) was injected. Subsequently, female mice were mated with sexually matured male mice in a 2:1 ratio. After 18 h, female mice were sacrificed, and oocytes were collected from the ampulla. Embryo culture was performed as previously described (29). The numbers of total oocytes, 2-cell embryo rate (number of 2-cell embryos/number of total oocytes retrieved), 4-8 cell embryo rate (4-8 cell embryo number/2-cell oocytes retrieved number), morula rate (morula number/2-cell oocytes retrieved number), and blastocyst rate (blastocyst number/2-cell oocytes retrieved number) were recorded.

### Reproductive Assay

To assess the efficiency of CEFFE involved in the improvement of fertility, reproductive tests were conducted. Two weeks after the last treatment, female mice from different groups were mated with sexually mature male mice in a 2:1 ratio for 2 months, and the fertility information was recorded. Following this, male and female mice were separated for 21 days to confirm the final pregnancy status. During the process, the interval time (the time from mating to birth) and number of offsprings were recorded (30).

### Immunohistochemistry Staining

Ovarian sections from mice were dewaxed, retrieved for antigen, blocked with serum, and incubated in the presence of primary antibodies at 4°C overnight. Subsequently, the slides were incubated with secondary antibodies at room temperature for 1 h. Finally, the target was colored with DAB chromogenic reaction, and the nucleus was counterstained with hematoxylin (Servicebio, China). Images were captured using an optical microscope, and they were analyzed using Image J software. The detail information of antibodies is listed in **Supplementary Table 1**.

### Transmission Electron Microscope (TEM)

The ovaries were collected and fixed in the fixative for TEM (Servicebio, China) in the dark at 4 °C. Following this, the ovaries were dehydrated at room temperature with gradient concentrations of ethanol. Next, the ovaries were penetrated and embedded with resin, and the samples were moved into a preheated 65 °C oven for more than 48 h for polymerization. The resin blocks were cut into 80 nm-thin sections and fished out using 150 meshes. Following this, 2% uranium acetate saturated alcohol solution and 2.6% lead citrate (Servicebio, China) were used to stain the section. Finally, the ovary section was observed under TEM (Hitachi, Japan) and images were captured.

### Immunofluorescence Staining

Cells were fixed with 4% PFA (Servicebio, China) at room temperature for 15 min, permeabilized with 0.1% Triton X-100 for 10 min, and blocked with 5% BSA in PBS for 30 min. Next, the cells were incubated with different primary antibodies at 4 °C overnight. On the second day, the cells were washed with PBST (PBS+0.1% Tween-20) and incubated with Alexa Fluor 488-conjugated rabbit secondary antibody. Subsequently, the nucleus was labeled with Hoechst 33342 for 15 min. Finally, the samples were photographed using a Zeiss-Axio Vert.A1 fluorescence microscope. The detail information of antibodies is listed in **Supplementary Table 1**.

### Total RNA Extraction, Library Preparation, and Sequencing

The ovaries were collected from mice, washed with PBS, immediately frozen in liquid nitrogen, and stored at -80 °C for RNA-seq and RT-PCR. RNA-seq was supported by the Shanghai Silver Crown Biomedical Technology Co., Ltd. Briefly, the total RNA of ovaries was extracted using miRNeasy Mini Kit (QIAGEN, USA), and the concentration and integrity of RNA were analyzed *via* NanoDrop and Agilent 4200 TapeStation (Agilent Technologies, USA), respectively. Only the RNAs with RNA integrity values between 8 and 10 and purity between 1.8 and 2.1 were included in this study. The RNA-Seq library preparation and sequencing were performed using Illumina NovaSeq 6000 (Illumina, USA). Three biological replicates were used for RNA-Seq. The cutoffs of Fold Change ≥ 1.5(|log2 ratio| ≥ 0.58) and P adjust < 0.05 were applied to identify the differentially expressed genes (DEGs) between every two groups. The DEGs were further analyzed *via* Venn analysis and Gene Ontology (GO) & Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analyses.

### RNA Extraction and qRT-PCR

Total RNA was extracted from different ovaries or cells using Total RNA Isolation kit (Vazyme, China). The conversion of RNA to complementary DNA was performed using Hiscript II Reverse Transcriptase (Vazyme, China) according to manufacturer’s protocol, and the relative quantitative analysis was performed *via* QuantStudio TM 6 Flex (Applied Biosystems, USA). The synthesized cDNA was amplified and detected using ChamQ SYBR qPCR Master Mix (Vazyme, China). A comparative threshold cycle was normalized using GAPDH, and it was analyzed using the 2^-ΔΔCT^ method to compare the mRNA expression of different samples. The primer sequences are listed in **Supplementary Table 2**.

### Primary Human Granulosa Cell Collection and Cell Culture

The procedure of primary human granulosa cell collection was approved by the Institutional Review Board of Reproductive Medicine of Ruijin Hospital. The follicular fluids were collected during oocyte retrieval from women with the age less than 35 who sought infertility treatment due to tubal obstruction or male factors with informed consent, approved by the ethics committee of Ruijin Hospital (2020104a). And our study conformed the Enhancing the QUAlity and Transparency Of health Research (EQUATOR) network guidelines. The patients with abnormal chromosome, endometriosis, polycystic ovarian syndrome and other diseases which could affect folliculogenesis were excluded. The granulosa cells were collected from follicular fluids using density gradient centrifugation with lymphocyte separation medium (Solarbio, China). Firstly, the follicular fluid was centrifuged to collect the sediment, and it was then washed with PBS once. The cells were resuspended with PBS, transferred to the lymphocyte separation medium in an equal volume ratio, and then centrifuged at 1000 g for 20 min. Next, the medium layer cells were carefully collected and washed with PBS. Subsequently, red blood cells were discarded with Red Cell Lysis Buffer (Solarbio, China), and they were digested with 1 mg/mL hyaluronidase (Yeasen, China). Finally, the cells were resuspended in complete medium, and they were cultured in a dish precoated with 0.2% gelatin at 37 °C for 1 h. KGN cell line was purchased from Feiya Biotechnology Co., Ltd., China. Both human primary ovarian granulosa cells (hGCs) and KGN cells were cultured in DMEM/F12 medium containing 10% FBS (Gibco, USA), 100 U/mL penicillin, and 100 µg/mL of streptomycin (Solarbio, China). Besides, during the culture of hGCs, recombinant human follitropin (Switzerland) was added, and both cells were maintained under 5% CO_2_ at 37°C. To induce DNA damage models of KGN and hGCs *in vitro*. 10 μM camptothecin (CPT, MedChemExpress, U.S) was added to the cell culture medium and incubate for 2 h. Then the cell culture medium was changed and cells were further treated with/without CEFFE.

### Senescence-Associated β-galactosidase Staining

The cells were fixed with fixed liquid at room temperature for 15 min. After washing with PBS thrice, the cells were incubated with β-galactosidase staining solution at 37 °C without CO_2_ overnight. On the second day, cells were observed and pictured under optical microscope, and the senescence cells showed blue-green color.

### Proliferation Assay With CCK-8 and EdU Test

The CCK-8 assay kit (Yeasen, China) was used to observe cell growth. KGN cells were plated in 96-well plates at 24 h before treatment. At the end of the treatment period, 10 µL of CCK-8 reagent was added to each well, and it was incubated in a 5% CO_2_ atmosphere at 37°C for 1 h. The optical density was then measured using a Multiskan GO instrument at 450 nm.

To analyze the effect of CEFFE on the proliferation of human primary granulosa cells, EdU assay was performed according to manufacturer’s instructions using fluorescent microscope. Green fluorescent labeled cells represented the cells that possessed proliferative activity and blue fluorescent labeled the nucleus of all cells. The number of cells labeled with different fluorescence markers was counted using Image J, and the ratio of Green/Blue was calculated.

### Western Blotting

Proteins were extracted from cells using RIPA cell lysis, and they were degenerated with 5× protein loading. The proteins were separated and transferred using sodium dodecyl sulfate polyacrylamide gel electrophoresis (Epizyme, China) and 0.2-μm polyvinylidene difluoride membranes (Millipore, USA). Subsequently, the membrane with proteins was incubated with primary and secondary antibodies as described in **Supplementary Table 1**.

### Statistical Analysis

Every experiment was repeated at least three times. All experimental data were expressed as mean ± SD, and it was analyzed using GraphPad Prism 8.0. Two groups were compared using Student’s t-test, and the difference of more than two groups was analyzed *via* one-way analysis or nonparametric Kruskal-Wallis test according to the variances. *P* value of less than 0.05 was considered statistically significant.

## Results

### CEFFE Improves the Ovarian Function of Naturally Aged Mice

Aged mice are characterized by obesity, ovarian atrophy, and decreased ovarian function. We monitored the change in body mass of mice during CEFFE treatment for two weeks, and the results showed that the body mass in the Aged+CF group gradually decreased compared to that in the Aged group (**Figure 1A**). Meanwhile, the diet, mental state, and activity of Aged+CF mice were not affected compared to those of Aged and Control mice. Besides, after 2 weeks of treatment, the weight of ovaries, sex hormones, and follicle count in ovaries were analyzed. Higher ovary weight (Aged+CF vs Aged: 95% CI, 0.02 to 2.28 mg; P<0.05) (**Figures 1B, C**), increased AMH and E_2_ levels and decreased FSH levels were observed in the Aged+CF group than in the Aged group (**Table 1**). Besides, the recovery effect of CEFFE on sex hormones lasted up to 2 months after treatment (**Figures 1D–F**). All these indices showed an opposite trend in the Aged group than that in the Control group. The above results suggested that CEFFE could promote the recovery of hormone synthesis function in aged mice, which is responsible for regulating the stability of ovarian microenvironment and stimulating the mature of oocytes. Furthermore, ovaries were stained with Hematoxylin and Eosin to assess the changes in ovarian morphology and follicular number. As expected, in the Aged group, the ovaries exhibited a significantly reduced number of follicles at all stages. After treatment with CEFFE for 2 weeks, many more growth follicles appeared in the Aged+CF group than in the Aged group, especially the primary (95% CI, 0.44 to 4.91; P<0.05) and secondary follicles (95% CI, 1.02 to 8.19; P<0.05) (**Figures 1G, H**). Besides, granulosa cells were more regularly arranged in Aged+CF group as compared to that in Aged group. In conclusion, CEFFE could improve the function of aged ovaries on the size of ovaries, hormone secretion, and number of follicles.

**Figure 1:**
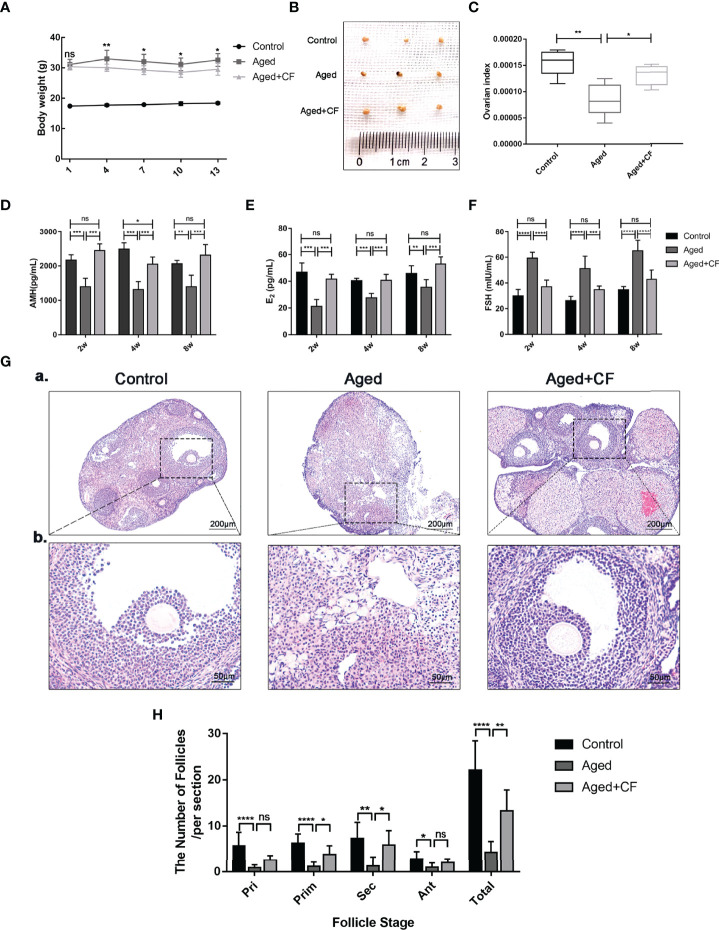
Cell-free fat extract (CEFFE) improves ovarian function in aged mice. **(A)** The body weight of mice was monitored every two days during the treatment duration (n=5). **(B)** Gross morphologies of dissected ovaries from different groups (n=3). **(C)** The index of ovaries (the ratio of ovarian weight to body weight) in each group were compared and analyzed (n=5). **(D–F)** Serum AMH, E_2_, and FSH secretion levels were measured *via* ELISA every two weeks until 8 weeks after treatment (n=3-5). **(G)** Representative ovary morphology (a) and follicle morphology (b) of Hematoxylin and Eosin staining from each group were captured. Scale bar=200 μm or 50 μm. **(H)** The number of different stage follicles was calculated and analyzed (n=7). Pri, primordial follicles; Prim, primary follicles; Sec, secondary follicles; Ant, Antral follicles; Atr, atretic follicles; Total, The total number of health follicles (including primordial, primary, secondary and antral follicles). Data are represented as mean ± SD, ns: *P* > 0.05, ^*^ *P* < 0.05, ^**^ *P* < 0.01, ^***^ *P* < 0.001, and ^****^ *P* < 0.0001.

**Table 1:** The *P* value and 95% CI of diff in AMH, E_2_ and FSH analysis.

	AMH (pg/mL)			
	Control vs Aged		Aged+CF vs Aged	
	*P* value	95% CI of diff (pg/mL)	*P* value	95% CI of diff (pg/mL)
2 w	<0.001	387.69 to 1156.80	<0.001	688.69 to 1413.82
4 w	<0.001	812.74 to 1537.87	<0.001	375.07 to 1100.20
8 w	0.001	248.46 to 1086.77	<0.001	531.77 to 1300.89
	E_2_ (pg/mL)			
	Control vs Aged		Aged+CF vs Aged	
	*P* value	95% CI of diff (pg/mL)	*P* value	95% CI of diff (pg/mL)
2 w	<0.001	18.02 to 32.97	<0.001	12.92 to 27.87
4 w	<0.001	5.30 to 20.25	<0.001	5.61 to 20.56
8 w	0.008	2.45 to 18.31	<0.001	9.46 to 25.31
	FSH (mIU/mL)			
	Control vs Aged		Aged+CF vs Aged	
	*P* value	95% CI of diff (mIU/mL)	*P* value	95% CI of diff (mIU/mL)
2 w	<0.0001	-38.51 to -20.14	<0.0001	-31.45 to -13.08
4 w	<0.0001	-34.16 to -15.79	0.0003	-25.63 to -7.26
8 w	<0.0001	-40.02 to -20.53	<0.0001	-31.98 to -12.50

CI, Confidence Interval; AMH, Anti-Mullerian hormone; E_2_, Estrogen; FSH, Follicle Stimulating Hormone.

### CEFFE Improves the Quality of Oocytes Derived From Aged Mice and Fertility

As indicated by the above findings, CEFFE could improve the ovarian function. To further investigate the effect of CEFFE on the fertility of mice, we collected oocytes from the ampulla of female mice after 18 h of intercourse, and we cultured them *in vitro* to observe and record the process of embryo development. The results showed that more oocytes, 2 cell embryos, 4-8 cell embryos, morulas, and blastocysts were observed in the Aged+CF group than in the Aged group, indicating that CEFFE could enhance the development of embryos (**Figures 2A, B**). Next, we performed natural fertility assays in each group to evaluate the litter size. The litter size was the highest and the time from mating to birth was the shortest in the Control group. Compared to the Aged group, mice from Aged+CF group had a greater litter size and shorter time from mating to birth (**Figures 2C, D**). The detail results were displayed in **Table 2**. So far, we found that CEFFE significantly improved the number of retrieved oocytes, embryonic developmental ability, and final litter size, indicating that CEFFE significantly improved the fertility of aged mice.

**Figure 2:**
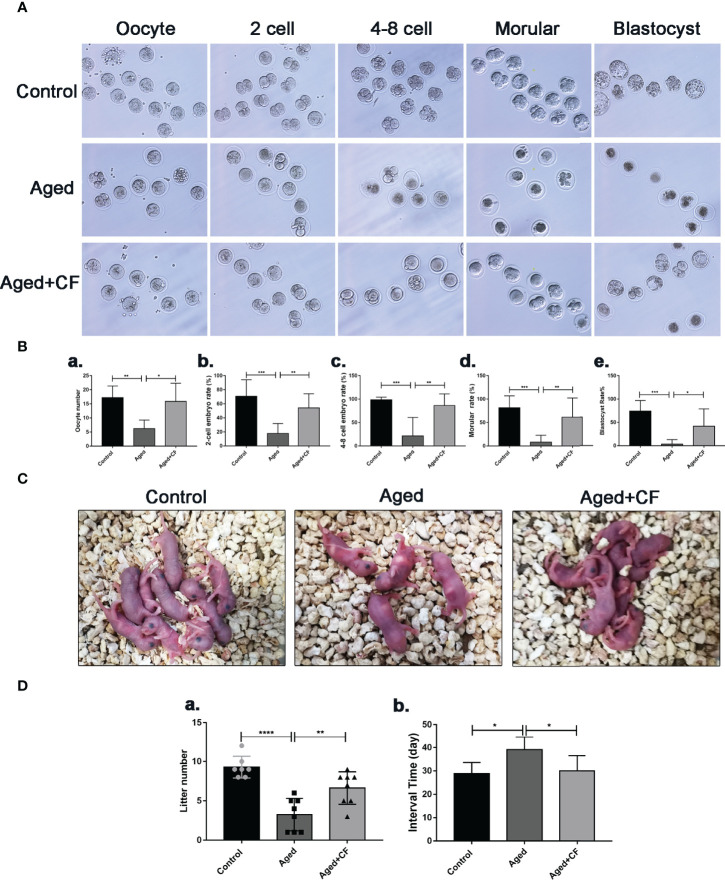
The impact of CEFFE treatment on fertility restoration. **(A)** Representative morphology of embryo development in different groups, including the oocyte, 2 cell embryo, 4-8 cell embryo, morula, and blastocyst stages. **(B)** Total number of oocytes and the rate of 2 cell embryo, 4-8 cell embryo, morula, and blastocyst were recorded in different groups (n=6-7). **(C)** Representative images of litters from Control, Aged, and Aged+CF groups (n=7-8). **(D)** Statistical analysis of litter numbers (a) and the interval time (the time from mating to birth) (b) Data are represented as the mean ± SD, ^*^ *P* < 0.05, ^**^ *P* < 0.01, ^***^ *P* < 0.001, and ^****^ *P* < 0.0001.

**Table 2:** The statistics of oocyte number, 2 cell embryo rate, 4-8 cell embryo rate, morula rate, blastocyst rate, litter number and interval time.

	Control	Aged	Aged+CF	Aged vs Control		Aged+CF vs Aged	
				*P* value	95% CI of diff	*P* value	95% CI of diff
Oocyte number	17.22 ± 4.12	6.20 ± 3.03	15.83 ± 6.49	< 0.0001	-23.94 to -11.85	0.0033	2.99 to 15.08
2 cell embryo rate (%)	70.71 ± 23.57	17.91 ± 13.95	54.24 ± 20.08	0.0004	-80.41 to -25.18	0.0071	9.80 to 62.86
4-8 cell embryo rate (%)	98.53 ± 5.60	21.43 ± 39.34	86.31 ± 24.85	0.0003	-116.8 to -37.41	0.0012	26.75 to 103.02
Morula rate (%)	81.59 ± 25.37	8.33 ± 14.43	61.31 ± 40.95	0.0009	-114.98 to -31.53	0.0093	12.89 to 93.07
Blastocyst rate (%)	74.35 ± 22.65	3.57 ± 9.45	41.67 ± 37.27	0.0002	-105.49 to -36.06	0.0405	1.56 to 74.63
Litter number	9.28 ± 1.38	3.25 ± 2.05	6.63 ± 2.07	< 0.0001	-8.50 to-3.57	0.0050	0.99 to 5.76
Interval time(days)	28.83 ± 4.75	39.14 ± 5.40	30.00 ± 6.57	0.0118	2.26 to 18.36	0.0252	-17.2 to -1.09

CI, Confidence Interval.

### CEFFE Contributes to the Stability of Ovarian Microenvironment in Aged Ovaries

The ovary was mainly composed of the medulla, rich in blood and lymphatic vessels, and cortex, rich in different stage follicles. In aged ovaries, the number of microvessels in the medulla decreased due to medullary fibrosis. Vessels could provide sufficient nutrients for follicle development, and they were essential for the maintenance of ovarian microenvironment. Therefore, expression of the vascular endothelial marker CD31 was detected *via* IHC, and the results showed that angiogenesis significantly decreased in the Aged group (Aged vs Control: 95% CI, -26.68 to -11.10; P<0.0001) whereas it significantly increased after treatment (Aged+CF vs Aged: 95% CI, 9.55 to 26.51; P<0.0001), suggesting that CEFFE could promote ovarian medulla angiogenesis in aged mice (**Figure 3A**). Next, proliferation and senescence were evaluated with Ki67 and P16 *via* IHC analysis. In the Aged group, expression of the proliferation marker Ki67 decreased (Aged vs Control: 95% CI, -0.51 to -0.16; P<0.001) and that of the senescence marker P16 increased in GCs (Aged vs Control: 95% CI, 0.07 to 0.41; P<0.01). After treatment with CEFFE, more proliferative (Aged+CF vs Aged: 95% CI, 0.11 to 0.43; P<0.01) and less senescent GCs (Aged+CF vs Aged: 95% CI, -0.42 to -0.01; P<0.05) were observed (**Figures 3B, C**). Additionally, to rule out the tumorigenic risk of CEFFE treatment, the expression of tumor marker P53 (oncogenic gene) and PTEN (suppressive gene) was analyzed, and the results displayed no difference between each group, indicating that CEFFE had no tumorigenic risk for ovarian function recovery (**Figures 3D, E**). It is well known that during aging, the morphology and number of mitochondria change, which are vital for maintaining cell function. To observe changes in the internal microstructure of cells, ovary TEM was performed. In zona pellucida, the microvilli between inner zona pellucida and oocytes, which are vital for material and message exchange between granulosa cells and oocytes in aged ovary, were seriously degenerated. However, the bidirectional granulosa cells-oocytes signaling is critical for creating a dynamic intrafollicular microenvironment (8).In granulosa cells, more vacuoles and swollen mitochondria with less cristae were observed in the aged ovary. Interestingly, in the Aged+CF group, the microvilli were integrated, and mitochondrial morphology was clear with more cristae. These results strongly indicated that CEFFE treatment effectively ameliorated the microstructure disorder of ovary (**Figure 3F**). Above all, we demonstrated that CEFFE could promote angiogenesis in medulla and alleviate the senescence of granulosa cells.

**Figure 3:**
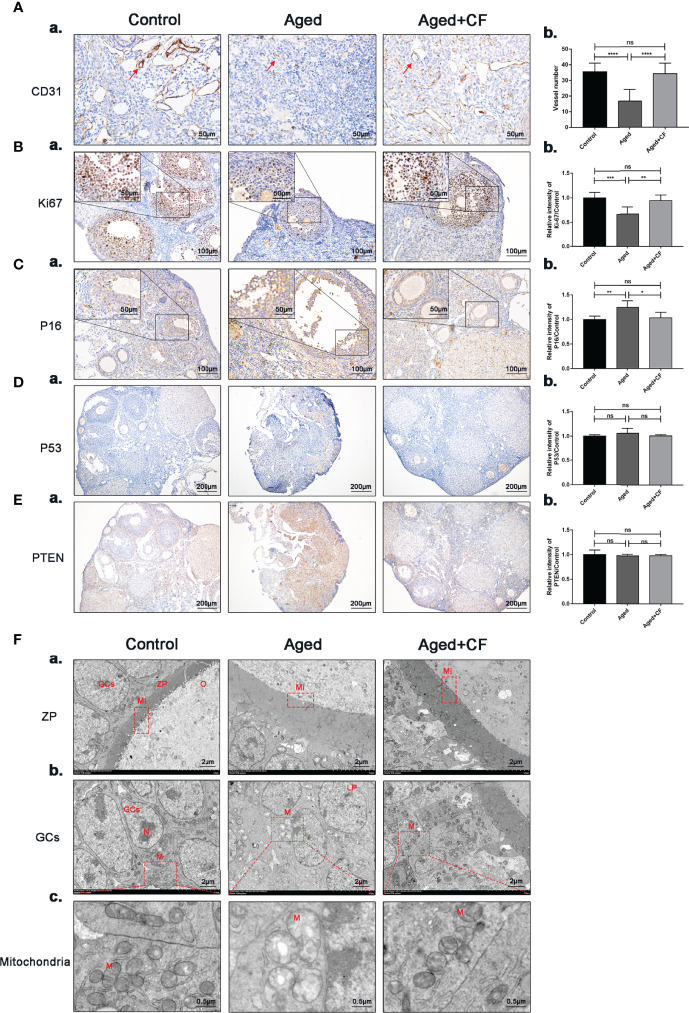
CEFFE promotes angiogenesis in the medulla, promotes proliferation, and reduces senescence in ovarian granulosa cells. **(A)** IHC staining of the angiogenesis marker CD31 of ovarian sections (a) and statistical analysis (b) (n=4), the red arrows indicate blood vessels. Scale bar=50 μm. **(B)** IHC staining of the proliferation marker Ki67 of ovarian sections (a) and statistical analysis (b) (n=5-7), scale bar=100 μm. There are partial enlarged images of granulosa cells in the upper left corner of figure (a), scale bar=50 μm. **(C)** IHC staining of the senescence marker P16 of ovarian sections (a) and statistical analysis (b) (n=4), scale bar=100 μm. There are partial enlarged images of granulosa cells in the upper left corner of figure (a), scale bar=50 μm. **(D)** IHC staining of the suppressive gene PTEN of ovarian sections (a) and statistical analysis (b) (n=4), scale bar=200 μm. **(E)** IHC staining of the oncogenic gene P53 of ovarian sections (a) and statistical analysis (b) (n=4), scale bar=200 μm. **(F)** Effects of CEFFE treatment on the ultrastructural changes of zona pellucida (a), granulosa cells (b), and mitochondria (c) were observed *via* TEM. Scale bar=2 μm or 0.5 μm. O, Oocyte; GCs, granulosa cells; ZP, Zona pellucida; Mi, microvilli; LD, Liquid droplet; N, Nucleus; M, mitochondria. Data are represented as the mean ± SD, ns: *P* > 0.05, ^*^ *P* < 0.05, ^**^ *P* < 0.01, ^***^ *P* < 0.001, and ^****^ *P* < 0.0001.

### Mouse Ovarian Transcriptome Sequencing *via* RNA-Seq

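Ovaries of 4 Control mice aged 8 weeks, 3 Aged mice and 3 Aged+CF mice were sequenced, with a library for each ovary. The Aged and Aged+CF mice were 10 months old by the paper's methods and 11 months old by the sample labels. Aged+CF mice had received 200 μL of CEFFE, the protein extract of fat tissue, at 3 μg/μL every 2 days for 2 weeks. By the labels, all mice had also been given 10 IU of PMSG 48 h before the ovaries were taken. The authors deposited the number of reads they counted on each of 55487 mouse genes, without normalization, and the FPKM computed from it. Between 15761789 and 21318254 reads were counted per ovary, with a median of 17396226 in Control, 17306694 in Aged and 17450630 in Aged+CF. The counts were normalized by edgeR's TMM method and are given as CPM, the counts scaled to the library size, as the mean ± SD. The 18956 genes that passed edgeR's filter on low counts were tested with a quasi-likelihood F test fitted to all 10 ovaries, so that the 3 groups shared an estimate of the spread. All p values from this test are two-sided, and adjusted p values are Benjamini-Hochberg values over the genes tested. The biological coefficient of variation between ovaries was 0.209 in Control, 0.377 in Aged and 0.193 in Aged+CF. Gene positions are given on GRCm38, whose GENCODE annotation holds 55227 of the gene identifiers. The deposited table states no genome build, and whether reads were counted by strand is not stated, so counts of overlapping genes are uncertain.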

We performed transcriptome sequencing and differential gene expression analysis on ovaries from the Control, Aged, and Aged+CF groups to find the main signal pathways with changes. Firstly, by comparing the transcriptome data of each of the two groups (Aged vs Ctrl and Aged+CF vs Aged, respectively), only the genes with absolute fold change >1.5 and *P* value < 0.05 were defined as DEGs (**Figures 4A–C**). 

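At a fold change of at least 1.5 and the unadjusted p threshold of 0.05, 3456 of the tested genes differed between Aged and Control, of which 1666 were higher and 1790 lower in Aged. Between Aged+CF and Aged, 1509 genes passed the same thresholds, with 741 higher and 768 lower in Aged+CF. At this p threshold 948 tested genes are expected by chance alone, before the limit on fold change. Without that limit, 5983 genes in Aged vs Control and 3096 genes in Aged+CF vs Aged had an unadjusted p under it. With the adjusted p of the methods section, 2096 genes passed in Aged vs Control, 948 higher and 1148 lower in Aged, and 1 gene passed in Aged+CF vs Aged. Leaving out Aged replicate 34 moved this last count most, to 556 genes.
Of the genes named here, the 3 with the largest rise in Aged are immunoglobulin genes, whose reads are easily split between near-identical copies. Igkv3-2 (ENSMUSG00000095351, chromosome 6, 70698449 to 70699067) was at least 112-fold higher in Aged (21.0 ± 33.3 CPM, n = 3) than in Control, where no read was counted (n = 4; edgeR adjusted p = 0.0371). Ighv1-53 (ENSMUSG00000093894, chromosome 12, 115158403 to 115158835) was at least 27.6-fold higher in Aged (5.17 ± 8.56 CPM; edgeR adjusted p = 0.0485). Ighg2c (ENSMUSG00000076612, chromosome 12, 113285325 to 113288932) was at least 119-fold higher in Aged (22.3 ± 24.0 CPM; edgeR adjusted p = 0.00916). These folds are bounds for the Aged mean and not for each ovary. In Aged replicates 31, 33 and 34, Igkv3-2 had 57, 4 and 1078 counts and Ighv1-53 had 3, 4 and 273. Ighg2c had 291, 16 and 877, so replicate 34 sets most of each mean. The largest falls in Aged were those of the long noncoding RNA gene Gm42031 (ENSMUSG00000110386, chromosome 8, 85125872 to 85132289), Mov10l1 (ENSMUSG00000015365, chromosome 15, 88982909 to 89055152) and Gjc3 (ENSMUSG00000056966, chromosome 5, 137953461 to 137963098). Gm42031 fell from 17.2 ± 8.26 CPM in Control to 0.245 ± 0.248 CPM in Aged, a log2 fold change of -6.02 (standard error 0.73, edgeR adjusted p = 0.00361). Mov10l1 fell from 2.08 ± 0.277 to 0.157 ± 0.179 CPM, a log2 fold change of -3.76 (standard error 0.63, edgeR adjusted p = 0.00764). Mov10l1 overlaps Gm23737 on the same strand.
In Aged+CF vs Aged, the largest rises were those of Gm22133, Gm10774 and Rem2, all with adjusted p above the threshold. Gm22133 (ENSMUSG00000076036, chromosome 7, 45458089 to 45458197), a microRNA gene inside Ftl1, had 1 count in each Aged ovary and was at least 1450-fold higher in Aged+CF (307 ± 74 CPM, n = 3; edgeR adjusted p = 0.187). Gm10774 (ENSMUSG00000074846, chromosome 2, 126709354 to 126709557), a pseudogene inside Usp50, had a log2 fold change of 3.51 (standard error 0.80, edgeR adjusted p = 0.161). It had exactly 1 count in every Control ovary and in Aged replicates 31 and 33. Its counts were 28 in Aged replicate 34 and 96, 136 and 142 in Aged+CF. Without Aged replicate 34 its log2 fold change was 6.52. Rem2 (ENSMUSG00000022176, chromosome 14, 54476100 to 54480431) rose from 0.813 ± 0.805 to 6.03 ± 3.65 CPM, a log2 fold change of 2.85 (standard error 0.84, edgeR adjusted p = 0.182). The largest falls were those of Pet117, the single gene past the adjusted threshold, Usp50 and Aoc1. Pet117 (ENSMUSG00000098387, chromosome 2, 144368996 to 144373721) overlaps Kat14 on the same strand. It had 68, 84 and 100 counts in the Aged ovaries and exactly 1 count in every Control and Aged+CF ovary, so it was at least 30.0-fold lower in Aged+CF than in Aged (edgeR adjusted p = 8.49e-05). Usp50 (ENSMUSG00000027364, chromosome 2, 126709096 to 126783470), which contains Gm10774 on the same strand, fell from 29.7 ± 21.7 to 0.836 ± 0.816 CPM (log2 fold change -5.16, standard error 0.71, edgeR adjusted p = 0.11). Aoc1 (ENSMUSG00000029811, chromosome 6, 48872896 to 48909188) fell from 9.76 ± 4.72 to 0.363 ± 0.265 CPM (log2 fold change -4.70, standard error 1.30, edgeR adjusted p = 0.175).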

Next, the intersection of the two clusters was performed *via* Venn analysis, and a total of 252 genes that showed opposite trends were selected in the two clusters (**Figure 4D**). 

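Among the DEGs at unadjusted p, 1080 genes changed in opposite directions, 564 of them lower in Aged than in Control and higher in Aged+CF than in Aged, and 516 the other way. They made up 71.6% of the DEGs of Aged+CF vs Aged, while 7 genes changed in the same direction in both comparisons, 422 passed only in Aged+CF vs Aged and 2369 only in Aged vs Control. At adjusted p, 1 opposite-trend gene was left. The same Aged ovaries stand in both comparisons, so a gene with outlying values in them tends to change in opposite directions. In 670 of the 1080 genes (62%), no Aged ovary overlapped with the range of either other group. Over all genes tested, 18.6% had no overlap between Aged and Aged+CF, where chance gives 10%, and 27.5% had none between Aged and Control, where chance gives 5.7%.
Besides Pet117 and Gjc3, the opposite-trend genes with the largest changes in both comparisons and no such overlap were Nat8f5, Atp12a, Cela3b and Mzb1. Nat8f5 (ENSMUSG00000079494, chromosome 6, 85817218 to 85820972), which overlaps its paralog Nat8f6, had 0.589 ± 0.294 CPM in Control, 6.97 ± 7.80 in Aged and 0.295 ± 0.241 in Aged+CF. Atp12a (ENSMUSG00000022229, chromosome 14, 56365068 to 56388550) had 1.96 ± 1.32, 14.1 ± 14.1 and 1.24 ± 0.962 CPM in Control, Aged and Aged+CF. Cela3b (ENSMUSG00000023433, chromosome 4, 137420999 to 137430540) had 1.45 ± 0.178, 8.74 ± 4.66 and 0.940 ± 0.0696 CPM, and its edgeR adjusted p was 0.00399 in Aged vs Control and 0.0552 in Aged+CF vs Aged. Mzb1 (ENSMUSG00000024353, chromosome 18, 35647267 to 35649367), which overlaps another gene on the same strand, had 0.264 ± 0.122, 3.99 ± 3.90 and 0.681 ± 0.157 CPM. Gjc3 had 3.33 ± 0.411, 0.257 ± 0.225 and 1.71 ± 1.15 CPM, with log2 fold changes of -3.70 (standard error 0.73) and 2.76 (standard error 0.76). The edgeR adjusted p of Nat8f5, Atp12a, Gjc3 and Mzb1 in Aged+CF vs Aged was 0.159, 0.161, 0.173 and 0.164.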

The GO pathway analysis showed that the 252 DEGs were most enriched in “transmembrane transport” of the top 20 pathways, which might be related to the process of active proteins in CEFFE interacting with cells (**Figure 4E**). 

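A list of transporter and channel genes stood in for the GO term, with 541 of its genes among those tested. Of these, 39 were opposite-trend genes, where 30.8 are expected (odds ratio 1.30, one-sided Fisher exact p = 0.0778, adjusted p = 0.104 over the 4 lists tested). Of the 39 genes, 26 were higher in Aged+CF than in Aged and 13 were lower. Restricted to the genes higher in Aged+CF, the exact p of the list was 0.0116, and with a Reactome list of transport genes it was 0.02. Without Aged+CF replicate 30, the list held 20 opposite-trend genes, where 22.7 are expected (exact p = 0.753). Over the whole list, 86 of the 541 genes had an unadjusted edgeR p under the threshold in Aged+CF vs Aged and 0 passed after adjustment, over the list or over all genes. The median log2 fold change of the list was 0.03 in Aged vs Control and -0.01 in Aged+CF vs Aged.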

The KEGG pathway analysis showed that the 252 DEGs were enriched in pathways related to cell senescence, including “Homologous recombination”, “Longevity regulating pathway”, and “Glutathione metabolism” (**Figure 4F**). 

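Lists of genes written from general knowledge stood in for the KEGG pathways, and the genes tested were the background. Of 40 homologous recombination genes, 8 were opposite-trend genes, where 2.3 are expected (odds ratio 4.16, one-sided Fisher exact p = 0.00163, adjusted p = 0.00652 over the 4 lists). Limma on log2(FPKM + 1), chosen after seeing the data, left 0 of 38 genes with 1.1 expected (exact p = 1). That value follows from its pseudocount. Of the 8 genes, 7 were tested, with means of 0.77 to 1.5 FPKM, and all 7 had an unadjusted limma p under the threshold in both comparisons, but log2 fold changes of 0.35 to 0.55 in Aged+CF vs Aged, against the minimum of 0.58. With limma on log2(FPKM + 0.1), also chosen after seeing the data, 9 of 38 genes were opposite-trend genes with 2 expected (exact p = 0.000117). Among opposite-trend genes at adjusted p, a test also chosen after seeing the data, the DESeq2 Wald test gave 6 of 40 genes with 0.7 expected (exact p = 7.8e-05), and the fit without Aged replicate 34 gave 0 of 40 with 1 expected (exact p = 1). At unadjusted p, leaving out Aged replicate 34 gave 6 of 40 genes with 3.6 expected (exact p = 0.14).
Of 53 glutathione metabolism genes, 7 were opposite-trend genes, where 3 are expected (exact p = 0.0299, adjusted p = 0.0598). All 7, Gpx1, Gpx3, Gpx4, Gstm6, Gstm7, Nat8 and Prdx6, were higher in Aged than in Control and lower in Aged+CF than in Aged. With a Reactome list limited to glutathione synthesis, recycling and conjugation, 1 of 27 genes was an opposite-trend gene, where 1.5 are expected (exact p = 0.795). Gstm7 (ENSMUSG00000004035, chromosome 3, 107926334 to 107931817) had 25.7 ± 4.92 CPM in Control, 48.0 ± 5.61 in Aged and 22.5 ± 0.538 in Aged+CF. Its log2 fold change was 0.90 in Aged vs Control (standard error 0.15, edgeR adjusted p = 0.00729) and -1.09 in Aged+CF vs Aged (standard error 0.16, edgeR adjusted p = 0.115). Gstm6 (ENSMUSG00000068762, chromosome 3, 107938847 to 107943749) had 15.2 ± 3.01, 25.8 ± 5.97 and 11.9 ± 2.15 CPM. Gstm6 and Gstm7 are paralogs, and reads could be split between them. Prdx6 (ENSMUSG00000026701, chromosome 1, 161240112 to 161251219) and Gpx4 (ENSMUSG00000075706, chromosome 10, 80047166 to 80056439) had overlapping values in Aged and Aged+CF, with 216 ± 86.7 against 129 ± 7.29 CPM and 120 ± 65.4 against 63.8 ± 8.04 CPM. Nat8 (ENSMUSG00000030004, chromosome 6, 85830388 to 85832082), a paralog of Nat8f5, had 7.32 ± 8.02 CPM in Aged and 0.770 ± 0.236 in Aged+CF.
Of 82 longevity regulating pathway genes, 6 were opposite-trend genes, where 4.7 are expected (exact p = 0.325). Irs2, Adcy1 and Adcy7 were among them, as were Cat, Adipor2 and Sod2, and 3 of the 6 were higher and 3 lower in Aged+CF than in Aged. Without the filter on low counts, the exact p of this list was 0.0458. Cat (ENSMUSG00000027187, chromosome 2, 103453849 to 103485160) rose from 152 ± 8.66 CPM in Control to 306 ± 81.6 in Aged and was 173 ± 7.35 in Aged+CF. Irs2 (ENSMUSG00000038894, chromosome 8, 10984681 to 11008458) had 58.4 ± 4.56, 31.6 ± 5.12 and 50.7 ± 7.82 CPM. Adipor2 (ENSMUSG00000030168, chromosome 6, 119353150 to 119417704) had 167 ± 27.1, 256 ± 30.9 and 164 ± 12.0 CPM. Adcy1 (ENSMUSG00000020431, chromosome 11, 7063489 to 7178506) had 2.84 ± 0.342, 0.605 ± 0.293 and 1.68 ± 0.476 CPM. Sod2 (ENSMUSG00000006818, chromosome 17, 13006846 to 13040063) had 96.6 ± 10.6, 196 ± 87.5 and 97.3 ± 19.0 CPM, with an overlap between Aged and either other group. The edgeR adjusted p in Aged+CF vs Aged was 0.15 for Cat, 0.159 for Irs2, 0.161 for Adipor2, 0.169 for Adcy1 and 0.187 for Sod2.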

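The 8 homologous recombination genes with opposite trends, among them Bard1, Brca1, Brca2, Brip1, Palb2, Rad51b and Rad54b, were all lower in Aged than in Control and higher in Aged+CF than in Aged. Brip1 (ENSMUSG00000034329, chromosome 11, 86058138 to 86201193) had 10.7 ± 1.06 CPM in Control (n = 4), 3.10 ± 1.04 in Aged (n = 3) and 7.27 ± 1.63 in Aged+CF (n = 3). Its log2 fold change was -1.78 in Aged vs Control (standard error 0.26, edgeR adjusted p = 0.00515) and 1.23 in Aged+CF vs Aged (standard error 0.27, edgeR adjusted p = 0.159). Bard1 (ENSMUSG00000026196, chromosome 1, 71027498 to 71103146) had 10.5 ± 1.19, 3.12 ± 1.07 and 6.88 ± 0.938 CPM, and Rad54b (ENSMUSG00000078773, chromosome 4, 11558922 to 11615805) had 7.42 ± 1.19, 2.24 ± 1.02 and 5.22 ± 0.890 CPM. Brca1 (ENSMUSG00000017146, chromosome 11, 101488764 to 101551955) had 21.9 ± 3.34, 7.10 ± 3.05 and 14.4 ± 2.43 CPM, and Brca2 (ENSMUSG00000041147, chromosome 5, 150522630 to 150570329) had 30.5 ± 6.08, 11.2 ± 3.94 and 19.3 ± 0.665 CPM. Rad51b (ENSMUSG00000059060, chromosome 12, 79297282 to 79814690) had 7.24 ± 0.598, 4.52 ± 0.750 and 6.92 ± 0.854 CPM. Palb2 (ENSMUSG00000044702, chromosome 7, 122107262 to 122132985) had 7.08 ± 1.01, 3.89 ± 1.30 and 5.92 ± 0.608 CPM and was the gene of the 8 whose Aged and Aged+CF values overlapped. In Aged vs Control the edgeR adjusted p of the 8 genes lay between 0.00497 and 0.0375. In Aged+CF vs Aged their log2 fold changes lay between 0.60 and 1.23, and their edgeR adjusted p between 0.159 and 0.278. Rad54b overlaps Fsbp, and Bard1 and Brca2 overlap noncoding genes, on the same strand.

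**Figure D1:**
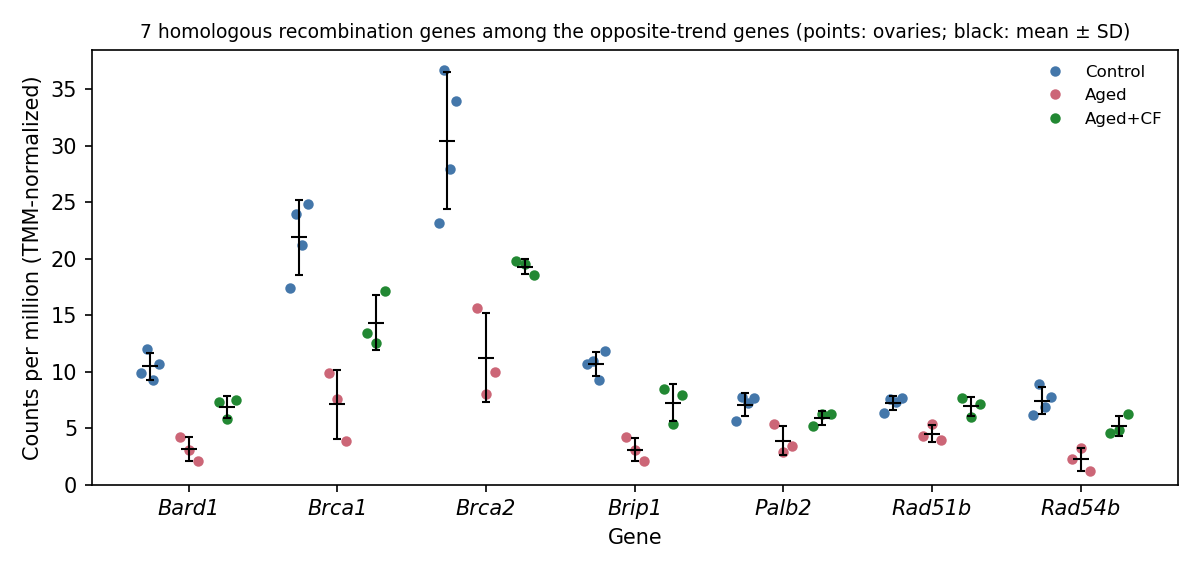
CPM (TMM-normalized counts, linear axis from 0) of 7 homologous recombination genes with opposite trends in each Control, Aged and Aged+CF ovary, with points for ovaries and black bars for the mean ± SD. For Brca2 the Aged+CF mean of 19.3 CPM lies between those of Aged (11.2 CPM) and Control (30.5 CPM).

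Over all 40 genes of the list, 31 were lower in Aged than in Control and 28 were higher in Aged+CF than in Aged, and the median log2 fold change was -0.37 and 0.25. In Aged vs Control, 25 of the genes had an unadjusted edgeR p under the threshold, 24 after adjustment over the list and 17 after adjustment over all genes tested. In Aged+CF vs Aged these numbers were 17, 12 and 0.
A score of each ovary, the mean over the list of log2 CPM standardized across the 10 ovaries, was 0.47 ± 0.35 in Control, -0.60 ± 0.43 in Aged and -0.03 ± 0.16 in Aged+CF. It fell by 1.07 from Control to Aged (two-sided exact permutation p = 0.0286, the smallest that 4 ovaries against 3 allow). It rose by 0.57 from Aged to Aged+CF without overlap (exact permutation p = 0.1, the smallest that 3 ovaries against 3 allow). The same score over 25 oocyte marker genes was 0.82 ± 0.19 in Control, -1.02 ± 1.06 in Aged and -0.07 ± 0.21 in Aged+CF. The oocyte score fell by 1.84 with age (exact permutation p = 0.0286) and rose by 0.95 with CEFFE (exact permutation p = 0.1). With the oocyte score as a covariate, 12 of the 40 homologous recombination genes had an unadjusted edgeR p under the threshold in Aged+CF vs Aged. The median log2 fold change over all 40 was then 0.11. The oocyte score did not overlap between Aged and Aged+CF, so this fit cannot separate the treatment from the number of oocytes.

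**Figure D2:**
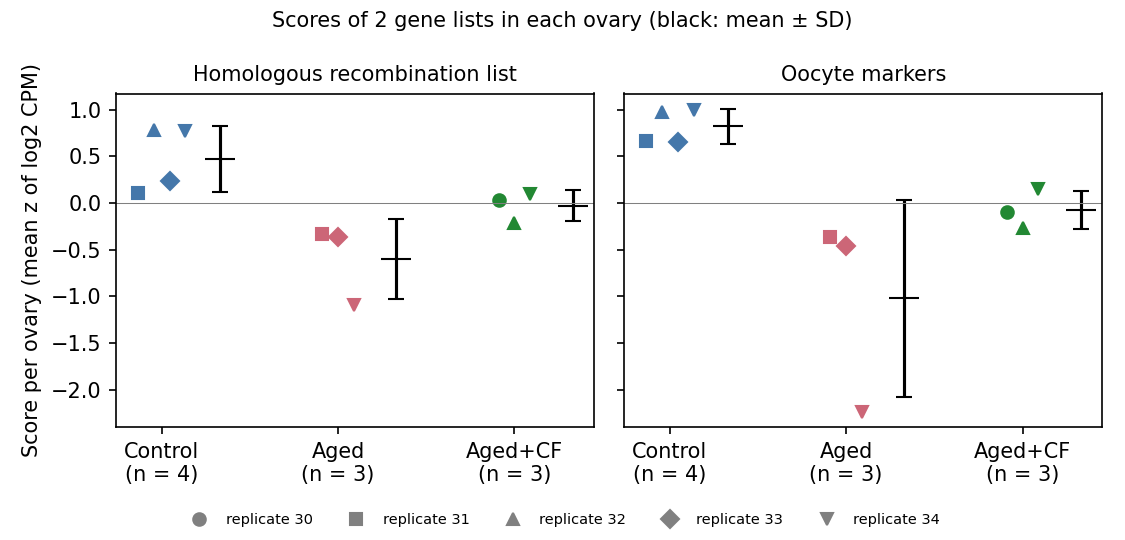
Score per ovary (mean z of log2 CPM) of the homologous recombination list and of the oocyte markers in Control, Aged and Aged+CF, with a symbol for each replicate number and black bars for the mean ± SD. The lowest ovary in both panels is Aged replicate 34, at -1.10 and -2.24.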

Among these, bioinformatic analysis strongly suggested that homologous recombination (HR), an essential method for DNA double-strand break (DSB) repair, was significantly enriched, indicating that CEFFE could repair the ovarian function in aged mice by promoting DSB repair. To further confirm the change in DNA damage repair *in vivo*, γH2AX was detected in the ovaries *via* IHC, and more γH2AX-positive cells were observed in the Aged group than in the Control and Aged+CF groups (Aged vs Control: 95% CI, 0.16 to 0.50; P<0.001), (Aged+CF vs Aged: 95% CI, -0.69 to -0.35; P<0.0001), especially in granulosa cells (the red arrows indicate γH2AX positive cells) (**Figure 4G**). 

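To place homologous recombination among other pathways, 879 Reactome sets of 10 to 300 tested genes were ranked by one-sided Fisher exact p among the 1080 opposite-trend genes, a ranking chosen after the data were seen. In 35 of the sets the p adjusted over all sets was under the threshold. The Reactome set of homologous recombination repair, with 4 of 16 genes where 0.9 are expected, ranked 61 (exact p = 0.011, adjusted p = 0.156). The Fanconi anemia pathway, which repairs DNA crosslinks, ranked 20, with 7 of 22 genes, all higher in Aged+CF (exact p = 0.000153, adjusted p = 0.00672). The set with the smallest p was cholesterol biosynthesis, with 15 of 22 genes where 1.3 are expected, all lower in Aged+CF than in Aged (exact p = 2.3e-14, adjusted p = 2.03e-11). Without Aged replicate 33, cholesterol biosynthesis had 3 genes and ranked 128 (exact p = 0.132). Kinesins, with 9 of 21 genes, all higher in Aged+CF, came next (exact p = 9.65e-07). Detoxification of reactive oxygen species ranked 11, with 8 of 24 genes, all lower in Aged+CF (exact p = 3.5e-05, adjusted p = 0.00267). Among the genes higher in Aged+CF alone, homologous recombination repair ranked 13 (exact p = 0.00106, adjusted p = 0.0666).
The paper goes from the opposite-trend genes (Figure 4D) to the KEGG enrichment (Figure 4F) and to γH2AX staining (Figure 4G), and proposes that CEFFE acts on the aged ovary through the repair of double-strand breaks. Its later cell culture experiments report less γH2AX with CEFFE in senescent KGN cells, and after camptothecin in KGN cells and human granulosa cells.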

Collectively, the RNA-Seq and bioinformatic analyses indicated that DNA damage was most obviously changed in the ovaries with CEFFE treatment, which might play an essential role in rescuing the ovarian function.

**Figure 4:**
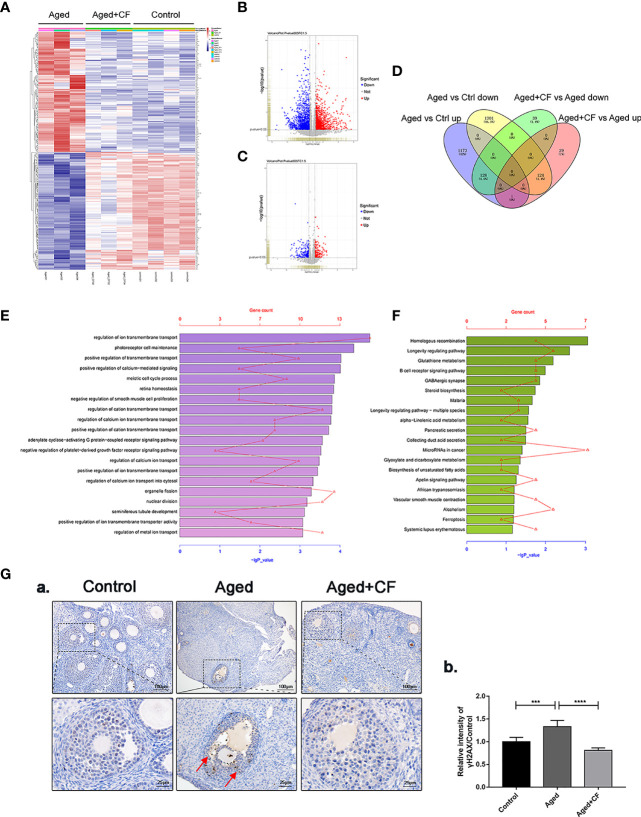
Transcriptome and Bioinformatics Analyses of Ovaries. **(A)** Heatmap of differentially expressed genes (DEGs) from Aged vs Aged+CF vs Control group with absolute fold change of more than 1.5 and *P* value of less than 0.05. Aged group: n=3, Aged+CF group: n=3, Control group: n=4 **(B)** The volcano plot of DEGs of Aged vs Control. Among the total 2,727 genes, 1,302 genes were upregulated while 1,425 genes were downregulated. **(C)** The volcano plot DEGs of Aged+CF vs Aged. Among the total 321 genes, 154 genes were upregulated while 167 genes were downregulated. **(D)** Venn analysis of Aged vs Control and Aged+CF vs Aged group, following which, 252 DEGs with opposite trends in the two clusters were selected. **(E)** DEGs derived from Venn analysis were further analyzed *via* GO analysis. **(F)** DEGs derived from Venn analysis were further analyzed *via* KEGG analysis. **(G)** IHC staining of γH2AX of ovarian sections (a) and statistical analysis (b) (n=5), scale bar=100 μm or 25 μm. Data are represented as the mean ± SD, ^***^ *P* < 0.001, and ^****^ *P* < 0.0001.

### CEFFE Promotes the Proliferation of Senescent KGN Cells Induced by D-gal *In Vitro*

Next, we established an *in vitro* model of senescent human granulosa cell line (KGN) through D-gal treatment. Senescence β-Galactosidase Staining Kit was used to examine the expression of β-Galactosidase, which increased during senescence, and the results showed that 10 mg/mL and 20 mg/mL D-gal intervention for seven days increased the number of SA-β-gal-positive cells (**Supplementary Figure 1A**). Additionally, the expression of senescence markers P16 and P21 significantly increased following D-gal treatment compared to that in the Control group (**Supplementary Figure 1B**). Finally, treatment with 10 mg/mL D-gal for 7 days was used to establish the senescent KGN model. Following this, senescent KGN was incubated with three different concentrations of CEFFE (CFL: 0.06 μg/μL, CFM: 0.15 μg/μL, CFH: 0.3 μg/μL) for 24 h, and EdU test was performed. The results showed that the Aged group was less proliferative than the Control group (95% CI, -26.37 to -1.59%; P<0.05), and only CFH could increase the proliferation of aged KGN cells at 24 h (95% CI, 6.03 to 32.15%; P<0.01), (**Figures 5A, B**). To further analyze whether CEFFE could affect the aged KGN proliferation, we prolonged the co-culture time to 72 h. The results showed that CEFFE could promote the proliferation of senescent KGN in a dose- and time-dependent manner (**Figure 5C**). Further, E_2_ content in cellular supernatant was measured *via* ELISA test with CEFFE intervention for 48 h, and the data demonstrated that senescent KGN secreted less E_2_ (Aged vs Control: 95% CI, -160.21 to -32.89 pg/mg; P<0.01) and CEFFE could significantly promote E_2_ secretion (95% CI: Aged+CFL vs Aged, 5.80 to 116.07 pg/mg, P<0.05; Aged+CFM vs Aged, 0.31 to 117.26 pg/mg, P<0.05; Aged+CFH vs Aged, 16.33 to 126.60 pg/mg, P<0.01), (**Figure 5D**). Taken together, our findings suggested that CEFFE contributed to the proliferation and hormone secretion of senescent KGN cells in a dose-dependent manner.

**Figure 5:**
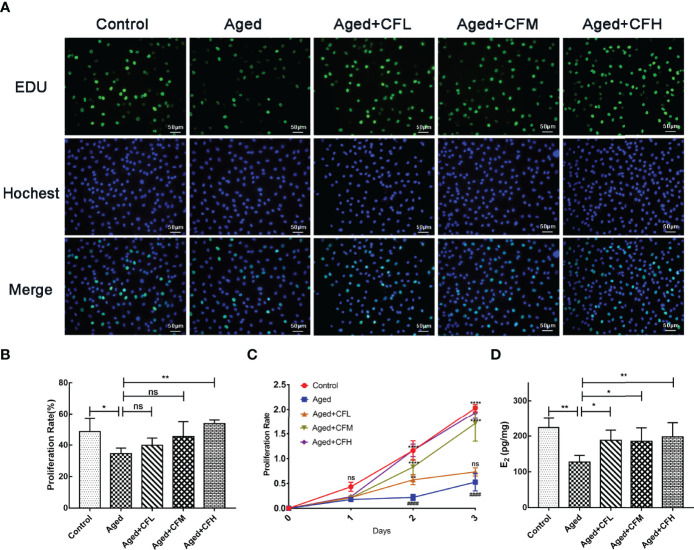
CEFFE recovers proliferation and E_2_ secretion of senescent KGN cells. **(A)** Proliferation of KGN cells was measured *via* EdU assay. Proliferative cells were labeled *via* green fluorescence, and all nuclei were labeled *via* blue fluorescence. Scale bar=50 μm. **(B)** Statistics of proliferative cell rates. **(C)** Proliferation of KGN cells was measured using the CCK-8 assay at 24 h, 48 h, and 72 h. **(D)** The E_2_ content in cellular supernatant was measured *via* ELISA, and the results were standardized with the concentration of KGN cell proteins in each group. Three independent experiments were conducted in each group, and data are represented as the mean ± SD, ns: *P* > 0.05, ^*^ *P* < 0.05, ^**^ *P* < 0.01, ^****^ *P* < 0.0001, ^####^P < 0.0001 ^*^Compared with Aged group, ^#^Compared with Control group.

### CEFFE Can Ameliorate KGN Cells and hGCs DNA Damage and Senescence *In Vitro*

To examine the effect of CEFFE on KGN senescence, CEFFE was incubated for 48 h, and it was used in the follow-up experiment. As shown in **Figure 6A**, CEFFE could significantly reduce the number of SA-β-gal-positive cells compared to those in the Aged group. Meanwhile, the results of Western Blotting also demonstrated that the expression levels of senescent markers P21 (Aged vs Control:95% CI, 0.59 to 3.91; P<0.05) and P16 (Aged vs Control: 95% CI, 0.12 to 0.93; P<0.05) and DNA damaged marker γH2AX (Aged vs Control: 95% CI, 1.05 to 3.67; P<0.01) increased in the Aged group while they decreased in the Aged+CF group (Aged+CF vs Aged: P21, 95% CI, -3.65 to -0.33, P<0.05; P16, 95% CI, -1.02 to -0.21, P<0.01; γH2AX, 95% CI, -3.22 to -0.60, P<0.01), (**Figures 6B, C**). To further verify the anti-senescent effect of CEFFE, human primary ovarian granulosa cells (hGCs) were cultured with/without CEFFE *in vitro*, and the mRNA expression of some senescence-related genes was detected *via* RT-PCR. Interestingly, CEFFE could significantly reduce the expression of senescence-related genes in hGCs, which was consistent with KGN cells (**Figure 6D**). Next, given the essential role of CEFFE in HR pathway upon DSBs indicated by the transcriptome data in aged ovary, we examined the effect of CEFFE on the repair of camptothecin-induced DNA damage, which could only be rescued by HR but not by non-homologous end joining pathway, another method for DSBs. Briefly, KGN was incubated with 10 μM camptothecin for 2 h to induce DSBs (31). Subsequently, CEFFE was added and co-cultured for 2 h. γH2AX, a sensitive marker of DSBs, was measured *via* Western Blotting, and it was found to be significantly decreased with CEFFE intervention (CPT+CF vs CPT: 95% CI, -5.72 to -1.78; P<0.01), (**Figures 6E, F**). Meanwhile, the hGCs were identified with FSHR (**Figure 6G**) and similar results were observed in hGCs (CPT+CF vs CPT: 95% CI, -9.23 to -1.80%; P<0.01), (**Figures 6H, I** **).** Taken together, our results indicated that CEFFE could promote the repair of DNA damage and reverse cellular senescence of KGN cells.

**Figure 6:**
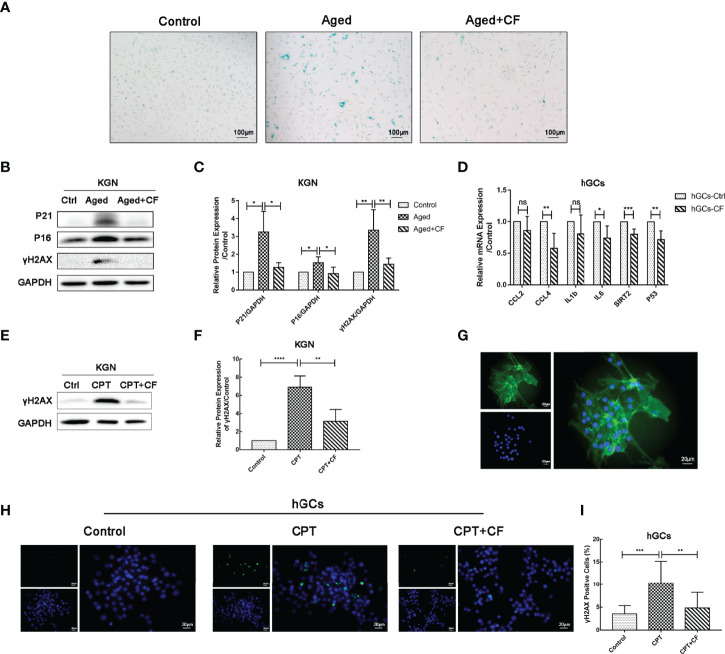
CEFFE resists DNA damage and alleviates the senescence of KGN cells and hGCs. **(A)** Representative images of SA-β-gal staining. Scale bar=100 μm. **(B)** The senescent markers P21 and P16 and DNA damage marker γH2AX were detected *via* Western Blotting. **(C)** The protein expression of P16, P21, and γH2AX was analyzed. **(D)** qRT-PCR analysis of age-related gene expression in hGCs. **(E)** After being exposed to CPT and following treatment with/without CEFFE, γH2AX was detected *via* Western Blotting in KGN cells. **(F)** The protein expression of γH2AX was analyzed in KGN cells. **(G)** hGCs were identified using FSHR protein, which was specifically located in the cytoplasm of hGCs. FSHR was labeled with green fluorescence, and the nucleus was labeled with blue fluorescence. Scale bar=20 μm. **(H)** The DNA damaged marker γH2AX was detected in hGCs induced by CPT with the immunofluorescence method. γH2AX was labeled with green fluorescence, and the nucleus was labeled with blue fluorescence. Scale bar=20 μm. **(I)** Statistics of γH2AX-positive hGCs. CPT, camptothecin. Three independent experiments were conducted in each group, and data are represented as the mean ± SD, ns: *P* > 0.05, ^*^ *P* < 0.05, ^**^ *P* < 0.01, ^***^ *P* < 0.001, and ^****^ *P* < 0.0001.

## Discussion

Currently, subfertility caused by decreased ovarian function is becoming an intractable clinical issue, increasing the difficulty of assisted reproductive technology treatment. Although numerous studies on stem cells, exosomes, and antioxidants have been conducted to improve ovarian function (32, 33), there is still a lack of effective clinical programs to save ovarian function and fertility. In this study, for the first time, we found that CEFFE rescued ovarian function and improved fertility in aged mice by repairing ovarian microenvironment, including angiogenesis, hormone synthesis and the function of granulosa cell in ovaries, which might provide a novel strategy for ovarian anti-aging treatment.

The female reproductive system is of great significance to the women’s health. Declined ovarian function seriously reduces the reproductive lifespan, increases the risk of diseases, and even affects female lifespan (34). Aging of the female reproductive system occurs approximately 10 years prior to the natural age-associated functional decline of other organ systems, and natural fertility ceases approximately 10 years before the onset of menopause (35). After 30 years of age, female fertility declines rapidly, and almost half the women are infertile by the age of 40 years (7, 36). Nowadays, an increasing number of women are delaying childbearing an older age, resulting in an increased demand for assisted conception techniques. This is particularly important to improve the ovarian function in 35–40 years old females. Therefore, 10-month-old mice, were selected as the research model. In this study, CEFFE improved the ovarian size and sex hormone levels in aged mice. Subsequent assessment of fertility demonstrated a slight increase in the number of follicles in the ovarian sections (**Figure 1**). It is well-known that the quantity and quality of oocytes significantly decline with age. To evaluate the quality of oocytes from aged mice, embryonic culture was conducted, and the data indicated that CEFFE increased the number of retrieved oocytes and blastocyst formation rate. Further, mating tests revealed that CEFFE increased the litter size of aged mice. So far, we comprehensively demonstrated that CEFFE could raise the fecundity of aged mice from the number of retrieved follicles and oocytes, embryonic development, and even the litter size (**Figure 2**). With delayed childbearing in women, pregnancy complications and the risk of congenital defects in offspring pose a considerable risk to the health of both mother and child (37). Therefore, to further exclude the tumorigenicity and side effects of CEFFE, biological safety was proven by evaluating tumor markers in the ovary (**Figure 3**). The above results fully proved the effectiveness and safety of CEFFE in ovarian anti-aging therapy and improving fecundity.

Aging is a major determinant of reproductive wellbeing. This communication between the microenvironment, somatic cells, and germ cells is critical for maintaining an appropriate reproductive lifespan in mammals. In this study, we comprehensively evaluated the repair effect of CEFFE on ovarian microenvironment from hormone synthesis, angiogenesis, cell senescence, proliferation, and mitochondrial morphology. In aged ovary, reduced angiogenesis of medulla, increased senescence, weakened proliferation, and abnormal mitochondrial morphology of granulosa cell were observed, and these aging-related phenotypes were significantly ameliorated following CEFFE treatment. To further reveal the underlying anti-ovarian aging mechanism of CEFFE, ovaries from Control, Aged, and Aged+CF groups were analyzed *via* mRNA transcriptome sequencing. Following this, Venn and KEGG analyses were performed, suggesting that DNA HR, an important method for DNA damage repair (DDR), was significantly enriched (**Figure 4**). It has been recognized that increased DNA damage and repair deficiency in granulosa cells facilitate follicle atresia and ovarian aging (38). Similarly, in our study we observed a higher amount of DNA damaged GCs in aged ovaries, and this damage significantly reduced after CEFFE treatment *via* IHC analysis, suggesting that CEFFE could repair the DNA damage of granulosa cells (**Figure 4**).

Ovarian granulosa cell aging is significantly associated with ovarian dysfunction and impaired fertility (34, 35). Meanwhile, DNA damage significantly affects the normal physiological function of cells, which is a key pathway regulating reproductive aging in the genome-wide association study (39), single-gene study of premature ovarian failure (40), and animal model study (41). Moreover, the damaged granulosa cells were adverse to maintain the homeostasis of ovarian microenvironment. To explore the effect of CEFFE on the function of granulosa cells, we constructed a galactose-induced senescent granulosa cell model *in vitro* for further validation. The results suggested that CEFFE could promote the proliferation and repair of DNA damage in aged KGN cells. What’s more, CEFFE also alleviated the senescence and promoted the repair of DNA damage of human primary ovarian granulosa cells. (**Figures 5**, **6**). Importantly, for the first time, we found that CEFFE could repair the function of aged granulosa cells. Our previous studies have shown that CEFFE is rich in various growth factors, such as PDGF, BDNF, GDNF, and TGFβ, which are also abundant in the follicular fluid, contributing to the regulation of intrafollicular microenvironment and the maturation of granulosa cells and follicles (15). In contrast, PDGF and GDNF contents in the follicular fluid of patients with ovarian dysfunction (such as DOR and aging) were lower than those in young people with normal ovarian functions (42). Besides, BDNF (43), TGFβ (44), IGF (45), and other cytokines have also been reported to be involved in DDR. Combined with the above results, we proposed that CEFFE could reduce the senescence and recovery the function of granulosa cells probably by repairing DNA damage in the ovary.

Our study found that CEFFE improved the ovarian function and fertility of mice with advanced age for the first time, probably by improving the function of granulosa cells and ameliorating the overall microenvironment of ovary. Besides, our study also provided a novel strategy for rescuing the ovarian function that diminished with age, which could reduce the economic and emotional burden of infertility treatment and increase the success rate of assisted reproductive technology treatment in women with advanced age (46). However, there also some limitations in our study, the specific molecules in CEFFE, which played an essential role in the ovarian function repair still need further investigation, which is conducive to finding effective molecular combinations and providing more efficient and precise treatment for ovary aging.

## Conclusion

For the first time, we investigated the anti-aging effect of CEFFE on the aged ovaries and found that CEFFE effectively improved the ovarian function and fertility of aged mice by ameliorating the overall microenvironment of ovary, which provided a theoretical basis for novel anti-aging strategies of cell-free therapy in ovaries and even other age-related diseases. However, the specific molecules and precise repair mechanism in CEFFE still need further investigation, meanwhile, related clinical research also need to be proceeded to overall assessment the effect of CEFFE on ovary function in the future.

## Data Availability Statement

The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE202124 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE202124).

## Ethics Statement

The studies involving human participants were reviewed and approved by Ruijin Hospital, School of Medicine, Shanghai Jiao Tong University (2020104a). The patients/participants provided their written informed consent to participate in this study. The animal study was reviewed and approved by Shanghai Branch of Beijing Vital River Laboratory Animal Technologies Co. Ltd., China with authorization (P2022002).

## Author Contributions

ML and AZ contributed to the study concepts and study design. ML, XZ, and WZ contributed to the experimental studies and data acquisition. ML, MZ, and WL contributed to the literature survey. ML and WL contributed to the manuscript preparation, data analysis, and statistical analysis. AZ, BX, and QL contributed to the manuscript editing and review. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by the National Natural Science Foundation of China (No.81873857, No.82071596, No.82071712, and No.82101800), Shanghai Sailing Program (No.21YF1426600) and Shanghai Medical and Health Development Fund “Yiyuan Star Outstanding Young Physician” Project (SHWJRS(2021)-99).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Cell-Free Fat Extract Improves Ovarian Function and Fertility in Mice With Advanced Age
**Source:** Front Endocrinol (Lausanne). 2022 Jun 16;13:912648. doi: 10.3389/fendo.2022.912648
**Supplement:** Supplementary file 1

Supplementary Material

# Supplementary Tables

Supplementary Table 1. Detailed information on the antibodies used

| **Antibody** | **Dilution ratio** | **Application** | **Product details** |
| --- | --- | --- | --- |
| P16 | 1:600 | IHC | ab241543, Abcam, UK |
| CD31 | 1:2000 | IHC | ab182981, Abcam, USA |
| Ki-67 | 1:200 | IHC | ab16667, Abcam, USA |
| PTEN | 1:200 | IHC | ab267787, Abcam, USA |
| P53 | 1:50 | IHC | ab131442, Abcam, USA |
| γH2AX | 1:200 | IHC | #9718, CST, USA |
| HRP-linked anti-rabbit IgG antibody | 1:100 | IHC | A0208, Beyotime, China |
| HRP-linked anti-mouse IgG antibody | 1:100 | IHC | A0216, Beyotime, China |
| GAPDH | 1:1000 | WB | #5174, CST, USA |
| P21 | 1:1000 | WB | #2947, CST, USA |
| P16 | 1:1000 | WB | Ab51243, Abcam, USA |
| γH2AX | 1:1000 | WB | #9718, CST, USA |
| HRP-linked anti-  rabbit IgG antibody | 1:3000 | WB | #7074, CST, USA |
| HRP-linked anti-mouse IgG antibody | 1:3000 | WB | #7076, CST, USA |
| FSHR | 1:50 | IF | 22665-1-AP, Proteintech, USA |
| Anti-Rabbit IgG - H&L (Alexa Fluor^@^488) | 1:500 | IF | #74412, CST, USA |
| Hoechst 33342 | 1:2000 | IF | C1022, Beyotime, China |

Supplementary Table 2. Primer sequences used for RT-PCR analysis

| **Gene**  **name** | **Species** | **Forward primer (5′ ➝ 3′)** | **Reverse primer (5′ ➝ 3′)** |
| --- | --- | --- | --- |
| *CCL2* | Human | CCTTCATTCCCCAAGGGCTC | GGTTTGCTTGTCCAGGTGGT |
| *CCL4* | Human | CTGTGCTGATCCCAGTGAATC | TCAGTTCAGTTCCAGGTCATACA |
| *SIRT2* | Human | GTCGCAGAGTCATCTGTTTGGT | AGTAGTGACAGATGGTTGGCTTGA |
| *IL1b* | Human | TTCTCTTCAGCCAATCTTCA | TGCCACTGTAATAAGCCATC |
| *P53* | Human | CGTGTGGAGTATTTGGATGAC | TGTGATGATGGTGAGGATGG |
| *GAPDH* | Human | GGAGTCCACTGGCGTCTTC | ATCTTGAGGCTGTTGTCATACTTC |

# Supplementary Figures

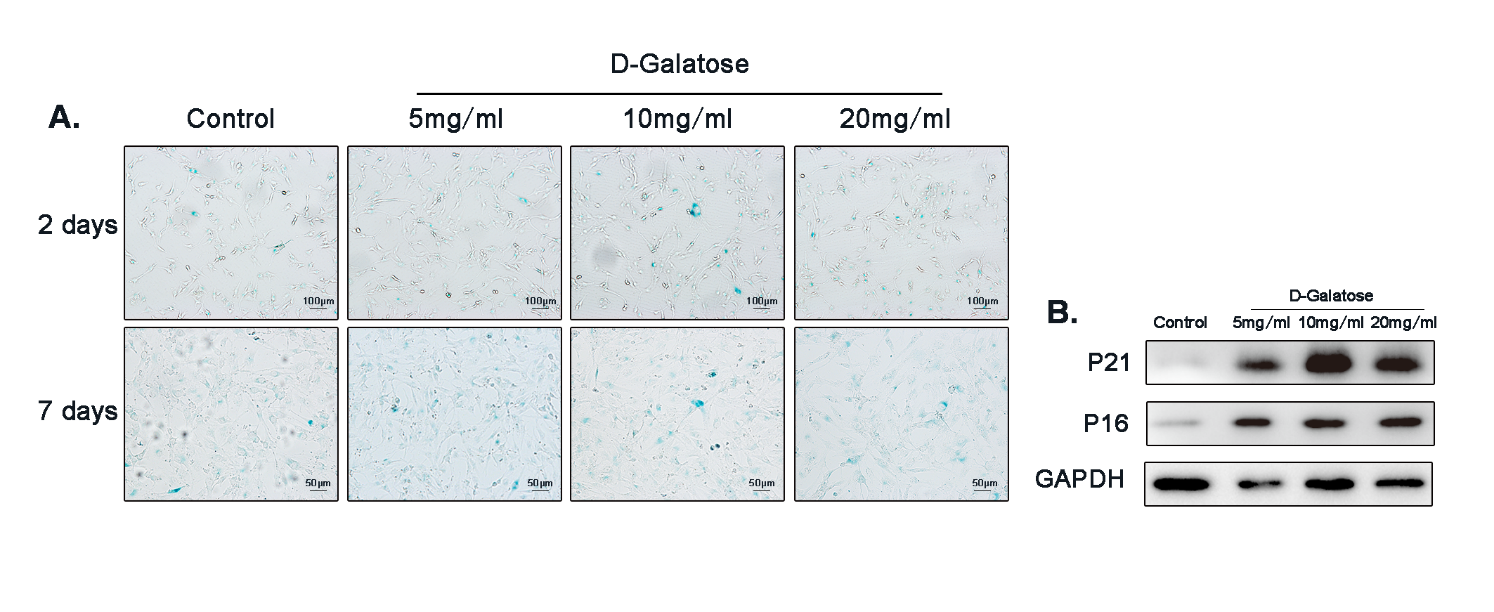

**Supplementary Figure 1. Construction the senescent KGN cells by D-gal. (A)** Construction of senescent KGN cells using 5,10, and 20 mg/mL D-gal for seven days and staining with β-Galactosidase. SA-β-gal-positive cells are shown in blue when observed under an optical microscope. **(B)** The expression of senescent protein marker (P21 and P16) was detected by western blotting.

How the deposited data were processed for this re-analysis (not part of the article)

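RNA from 10 mouse ovaries was used, from 4 Control mice, 3 Aged mice and 3 Aged+CF mice, and each ovary had its own library. The ovaries were assigned to groups by their labels, and the replicate numbers are those given in brackets in the titles (31, 32, 33 and 34 in Control, 31, 33 and 34 in Aged, and 30, 32 and 34 in Aged+CF). Ovaries with the same number come from different animals. The groups thus share 3 numbers in Aged vs Control, 2 in Aged+CF vs Control and 1 in Aged+CF vs Aged.

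For each ovary, the authors deposited raw read counts per gene, after alignment with TopHat as the series text names it, without stating the version, genome build, annotation or counting tool. The authors also deposited FPKM values, and in all values the FPKM equals the count divided by a gene length that is the same in every ovary and by the total of the count column. The table has 55487 genes, 18869 of them with no count in any ovary. Gene symbols were taken from the table, and positions and overlaps from GENCODE M21 on GRCm38, in which 55227 of the identifiers were found. Between 15761789 and 21318254 reads per ovary were counted on genes. A gene at 3 counts or fewer in all ovaries of a group was treated as being at the floor of the depth, and a fold against such a group was computed against that floor and is a lower bound. Pairs of libraries of the same group were checked for duplication, and none was found.

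The counts were analysed with edgeR 4.0 in R 4.3. Genes were kept by edgeR's filter on low counts with the groups as design, which left 18956 genes, and libraries were scaled by TMM. All 10 ovaries entered a quasi-likelihood fit with a mean per group, and Aged vs Control, Aged+CF vs Aged and Aged+CF vs Control were tested with the quasi-likelihood F test. A gene was called a DEG at a fold change of at least 1.5 and a p under 0.05. The results section and the legend of Figure 4 use the unadjusted p and the methods section an adjusted p, so both were computed, the adjusted p by the Benjamini-Hochberg method over the genes tested. The paper's text does not name the test used for the sequencing data. Its general statistics section gives tests for comparisons of group means, without mention of the sequencing data. Opposite-trend genes were DEGs of both Aged vs Control and Aged+CF vs Aged with opposite signs.

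KEGG and GO tables were not used here. Lists of homologous recombination (40 genes), longevity regulating pathway (85), glutathione metabolism (62) and transmembrane transport genes (750 symbols found by prefix) were written from general knowledge before the data were examined, as were the lists of marker genes. Their membership can differ from that of KEGG and GO. Each list was tested among the opposite-trend genes at unadjusted p with a one-sided Fisher exact test against the genes tested, and at adjusted p in a test added after the data were seen. Enrichment was not computed for fewer than 10 opposite-trend genes. Scores per ovary were means over a list of log2 CPM (prior count 2) standardized across the 10 ovaries, and groups were compared with two-sided exact permutation tests. The ranking of Reactome sets, from the gene sets in fgsea 1.28, and a list of 20 cell-division genes were chosen after the data were seen.

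The genes named were chosen by a rule set before the data were examined. They are the 3 largest rises and 3 largest falls of each comparison among DEGs at adjusted p, or at unadjusted p where fewer than 3 passed, with a mean of at least 1 CPM and no overlap between the groups. To these were added the 6 opposite-trend genes with the largest changes in both comparisons and no overlap of Aged with either group, the opposite-trend genes of the homologous recombination list, up to 5 each of the glutathione and longevity lists, and 9 genes whose products the paper measured. Other genes are named as chosen after their values were seen: Gpx1, Gpx3 and Adcy7 as remaining members of their lists, and the oviduct, strain and overlapping genes of the closing section. Some genes chosen by the rule are not reported here.

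The fit was tested on simulated counts drawn from the means and library sizes of the real ovaries, with 200 genes changed by known amounts. Each gene had the same spread in all groups, unlike the real ovaries, and the changed genes were drawn from those with higher counts. Of the 18637 simulated genes that passed the filter, 71% of the changed genes were recovered at adjusted p in Aged vs Control with 6 unchanged genes called, and 71.5% in Aged+CF vs Aged with 11 unchanged genes called. At unadjusted p, 97.5% and 95% were recovered, with 457 and 543 unchanged genes called.

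The alternatives set before the data were examined were no filter on low counts, DESeq2's size factors, fold changes of mean CPM on the linear scale, only the compared groups in the fit, the replicate number as a block, the Wald test of DESeq2 1.42, Reactome lists, only the genes higher in Aged+CF for the lists, the median in place of the mean for the scores, and leaving out each ovary in turn. Alternatives added after the data were seen were limma 3.58 on log2(FPKM + 1) of genes with an FPKM of at least 1 in at least 3 ovaries, the DESeq2 Wald test with only the compared groups and, for the enrichment only, limma on log2(FPKM + 0.1) and limma on log2(FPKM + 1) with no minimum fold change. Figures were drawn with Python 3.11. The staining, hormone, fertility and cell culture experiments were not analysed here.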

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

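In this part, the tests of the oviduct markers and of the genes that differ between mouse strains were chosen only after the result was seen. Values of single Control ovaries were compared with those of the other 3 for 56 results, and 4 stood apart by Dixon's ratio, where 2.8 are expected by chance at 1 in 20.

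The oviduct epithelium score of Control replicate 33 was 1.54, while the other Control ovaries lay between -0.33 and -0.11. Aged replicate 34 had a score of 1.55. The oviduct gene Ovgp1 had 298 CPM in Control replicate 33 and 245 CPM in Aged replicate 34, and at most 31.2 CPM in the other ovaries. Foxj1 had 36.7 and 32.3 CPM in the same 2 ovaries. Of the 7 other oviduct markers, 6 had their highest values in these 2 ovaries, out of 45 possible pairs, so oviduct tissue taken with the ovary is a candidate explanation. No condition separates these 2 ovaries from the rest, and no biological explanation was tested. For the DEGs of Aged+CF vs Aged the same explanation was tested with the oviduct and adipose lists: 2 of the 18 tested markers were DEGs at unadjusted p, and the scores of the 2 groups overlapped.

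Aoc1 had 7.15 CPM in Control replicate 33 and between 0.12 and 0.82 CPM in the other Control ovaries. It is the same ovary whose oviduct score stood apart, but no test linked the 2 results. Gpx4 had 49.1 CPM in Control replicate 34 and 60.0 to 60.8 CPM in the other Control ovaries. No technical or biological explanation was tested for either gene, and chance gives about as many such values.

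Gm22133 had 251 CPM in Control replicate 32, from 4020 counts, and exactly 1 count in each of the other Control ovaries. The gene lies inside Ftl1 on the same strand, which had 14472 counts in that ovary and 6560 to 9663 in the other Control ovaries. Ftl1 had 18641 to 30284 counts in the Aged+CF ovaries, where Gm22133 was also high. Aged replicates 33 and 34 go the other way, with 15105 and 13197 counts of Ftl1 and 1 count of Gm22133 each. The level of Ftl1 alone thus does not set the count of Gm22133. Gm22133 belongs to a group of 7 genes with exactly 1 count in at least 3 ovaries and at least 20 in every other. Whether reads shared with an overlapping gene on the same strand go with that pattern was tested on the 6 genes other than Gm22133, and all 6 overlap such a gene, where the chance for random genes of the same types is 0.00271. That test was also chosen after the result was seen, and it rests on few genes. The all-or-none values of Gm22133 may come from the counting of reads shared with Ftl1, and its change with CEFFE cannot be told apart from that. Gm10774, which lies inside Usp50 on the same strand, belongs to the same group, so the same doubt holds for its change.

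Aged+CF vs Control, which the paper does not report as DEGs, had 34 DEGs at adjusted p, 26 higher and 8 lower in Aged+CF, and 1457 at unadjusted p, 631 higher and 826 lower. With only the compared groups in the fit, 487 passed at adjusted p, 233 higher and 254 lower. Of the 35 splits of these 7 ovaries into 3 and 4, only the real split gave as many at adjusted p (1 of 35, the others from 0 to 2) or at unadjusted p (1 of 35, the others from 111 to 1088). Among the 12 splits that also part both same-numbered pairs, 1 gave as many at unadjusted p, the real split, and the others gave 146 to 1088. The 23 splits that part fewer pairs gave 111 to 570. A difference in age is part of the design. A genetic difference between the young and the aged mice was tested with 4 genes that can differ between C57BL/6 substrains. In 3 of the 4 genes (Nnt, Wdfy1 and Entpd4b), the Control values lay apart from those of all 6 aged ovaries. Nnt had 124 ± 18 CPM in Control, 66.8 ± 5.5 in Aged and 52.5 ± 13 in Aged+CF. The genes were chosen after their values were seen, so age and a difference of strain or colony cannot be told apart.

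The immune marker score, over 12 genes that the paper does not discuss, was -0.83 ± 0.13 in Control, 0.95 ± 0.98 in Aged and 0.16 ± 0.27 in Aged+CF. It rose by 1.79 from Control to Aged, and all 3 Aged ovaries lay above all Control ovaries (exact permutation p = 0.0286, the smallest the design allows). It was 2.07 in Aged replicate 34 and 0.26 and 0.52 in the other Aged ovaries. Aged+CF lay above Control by 1.00 (exact permutation p = 0.0286) and differed from Aged by -0.79 with overlap (exact permutation p = 0.2). Total counts per ovary overlapped between the groups. Age differs by design, and blood or lymphoid tissue taken with the ovary was not tested, so these explanations cannot be told apart.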

How the results depend on the processing

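The limma fits and the DESeq2 fit with only the compared groups, the enrichment at adjusted p, and all values of the Reactome ranking were chosen after seeing the data, and the other alternatives before the data were examined. Where a value is given below, the cause was not tested, apart from the effect of the pseudocount in limma on the homologous recombination genes.

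The numbers of DEGs and opposite-trend genes at unadjusted p stayed within 1.5 times of 3456, 1509, 1457 and 1080 with no filter, DESeq2's size factors, linear fold changes, the DESeq2 Wald test and, apart from the opposite-trend genes (684), only the compared groups. With limma on log2(FPKM + 1) they were 1827 in Aged vs Control, 595 in Aged+CF vs Aged, 720 in Aged+CF vs Control and 431 with opposite trends. Across the fits that each left out a replicate they ranged from 3041 to 4282, 1170 to 2360, 859 to 1496 and 735 to 1720.

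At adjusted p, the 2096 DEGs of Aged vs Control ranged from 1081 to 3112 with a replicate left out. The DEGs of Aged+CF vs Aged were 1 in the reported fit, 2 with no filter, 2 with only the compared groups, 7 with limma, 172 with DESeq2 on the compared groups and 441 with DESeq2 on all groups, and 1 to 556 with a replicate left out. The highest value was without Aged replicate 34. Opposite-trend genes were 1, and 2 with no filter, 7 with limma, 116 and 344 with the DESeq2 fits, and 1 to 486 with a replicate left out. DEGs of Aged+CF vs Control were 34, and 487 with only the compared groups, 67 with limma, 1221 and 528 with the DESeq2 fits, and 7 to 24 with a replicate left out.

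With the replicate number as a block, Aged vs Control had 2477 DEGs at unadjusted p and 0 at adjusted p, and Aged+CF vs Control had 2157 and 0. These fits held only the ovaries with a shared number, 3 pairs in Aged vs Control and 2 in Aged+CF vs Control. The loss of ovaries and the block cannot be told apart as the reason for the 0. Deviations of same-numbered ovaries from their group means had a mean correlation of 0.008 and 0.033, and these ovaries are different animals. No paired analysis was possible for Aged+CF vs Aged because the groups share 1 number.

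At unadjusted p, homologous recombination genes were enriched among the opposite-trend genes in every alternative except limma on log2(FPKM + 1), where 0 of 38 genes had an opposite trend (exact p = 1), and without Aged replicate 34. Its exact p ranged from 0.000632 to 0.14 with a replicate left out. The exact p of the longevity list was 0.0458 with no filter and 0.0244 with limma. That of the glutathione list was 0.795 with the Reactome list, 0.131 with only the compared groups and 0.0526 with limma, and 0.000722 to 0.144 with a replicate left out. Its value of 1 for genes higher in Aged+CF was fixed in advance, because all 7 opposite-trend genes of the list were lower. The exact p of the transport list was 0.0116 for genes higher in Aged+CF, 0.02 with the Reactome list, 0.00329 with no filter and 0.931 with limma. With a replicate left out it ranged from 4.24e-05 to 0.753, and was 0.753 and 0.687, with fewer genes than expected, without Aged+CF replicates 30 and 34. Among the alternatives set before the data were examined, none changed the pseudocount.

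The pseudocount of 1 in limma keeps the fold changes of genes with low FPKM under the minimum. In 2 further alternatives, chosen after seeing the data, the exact p of homologous recombination, longevity, glutathione and transport was 0.000117, 0.232, 0.0453 and 0.551 with limma on log2(FPKM + 0.1), and 1.59e-05, 0.115, 0.0718 and 0.998 with limma on log2(FPKM + 1) and no minimum fold change. In both, transport had fewer genes than expected.

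At adjusted p the enrichment was not run in the reported fit, where 1 opposite-trend gene is left. It was run in the 4 fits with at least 10, a choice made after seeing the data. With the DESeq2 Wald test the exact p was 7.8e-05 for homologous recombination, 0.0167 for longevity, 0.0715 for glutathione and 0.394 for transport. With DESeq2 on the compared groups it was 1 (0 genes), 0.0997, 0.00445 and 0.651, the last with fewer genes than expected, and without Aged replicate 34 it was 1 (0 genes), 0.0555, 0.0465 and 0.0641. Without Aged replicate 31, with 10 opposite-trend genes, none was in a list (exact p = 1 for all 4).

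The homologous recombination and oocyte scores kept their directions in all alternatives. With a replicate left out, the difference between Aged and Control ranged from -1.17 to -0.90 and from -2.07 to -1.80, and the exact p, 0.0667 to 0.133, could not pass the threshold with so few ovaries. The difference between Aged+CF and Aged ranged from 0.37 to 0.76 (exact p 0.1 to 0.3) and from 0.52 to 1.22 (exact p 0.1 to 0.4), and both were lowest without Aged replicate 34.

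Homologous recombination repair, which ranked 61 among the Reactome sets, ranked 13 for genes higher in Aged+CF, 147 with no filter, 96 with DESeq2's size factors, 114 with linear fold changes, 115 and 102 with the DESeq2 fits and 272 with limma, and 41 to 180 with a replicate left out. Cholesterol biosynthesis, at rank 1, ranked 19 with limma, and 1 to 128 with a replicate left out. Its rank of 428 for genes higher in Aged+CF was fixed in advance, because its 15 opposite-trend genes were all lower. No ranking of the genes lower in Aged+CF alone was made.

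Among the named genes, the log2 fold change of Cdkn1a in Aged vs Control, 0.07, was -0.05 with limma and ranged from -0.09 to 0.33 with a replicate left out, under 0 without Control replicate 31, Aged replicate 31 or Aged replicate 34. Over all named genes and the alternatives set in advance, 107 values lost and 43 gained an adjusted p under the threshold and 705 stayed on their side. Of the 705 values, 70 are those of linear fold changes, which keep the p of the reported fit and could not change side. With the added alternatives, 8 lost it, 20 gained it and 103 stayed.

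With 3 ovaries per group, the exact permutation tests of Aged+CF vs Aged cannot go below 0.1. On simulated data of this size and depth, 71.5% of changed genes passed the adjusted threshold in Aged+CF vs Aged. Each simulated gene had the same spread in all groups, and the changes were larger than the minimum fold change. The real biological coefficient of variation was 0.377 in Aged and 0.193 in Aged+CF, so this share need not hold for the real ovaries.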

Differences from the paper's values

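Of the fits compared here, limma, on log2(FPKM + 1) unless stated, and the DESeq2 fit with only the compared groups were chosen after seeing the values. The other fits were set before the data were examined. For Aged vs Control, the counts of the reported fit at unadjusted and at adjusted p, 3456 and 2096, were within 1.5 times of the paper's 2727. Those of some other fits were not. At adjusted p the total was 1670 with no filter, 1440 with only the compared groups, 0 with the replicate block, 1458 with limma, and 1081 to 1784 in the fits without a Control replicate or without Aged replicate 31 or 33. The block fit held only the ovaries with a shared number. At unadjusted p it was 4563 with no filter and 4282 without Aged replicate 34, and limma gave 574 higher genes against the paper's 1302.

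For Aged+CF vs Aged, the paper reports 321 DEGs, of which 154 rose and 167 fell. Here 1509 genes passed at unadjusted p, with 741 higher and 768 lower, and 1 gene passed at adjusted p, with 0 higher and 1 lower. At unadjusted p, none of the alternatives set before the data were examined closed the gap. At adjusted p, the DESeq2 Wald test gave 441 DEGs, 211 higher and 230 lower, all within 1.5 times of the paper's values, and the fit without Aged replicate 34 gave 138 higher genes against the paper's 154 but 556 in total. None of the other alternatives set before the data were examined closed the gap. Among the fits chosen after seeing the values, limma at unadjusted p gave 210 lower genes against the paper's 167 but 595 in total.

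The paper reports 252 genes with opposite trends, with about 120 higher and about 130 lower in Aged+CF in Figure 4D, read by eye. Here there were 1080 at unadjusted p, 564 higher and 516 lower in Aged+CF, and 1 at adjusted p, 0 higher and 1 lower. At adjusted p, the DESeq2 Wald test gave 344, 163 higher and 181 lower, all within 1.5 times of the paper's, and the fit without Aged replicate 34 gave 100 higher genes against about 120 but 486 in total. None of the other alternatives set before the data were examined closed the gap. Limma at unadjusted p, chosen after seeing the values, gave 145 lower genes against about 130 but 431 in total.

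The paper lists transmembrane transport as the GO term with the strongest enrichment among the opposite-trend genes (Figure 4E). Here the list of transport genes had an exact p of 0.0778. It passed the threshold for genes higher in Aged+CF (0.0116, and 0.0232 after adjustment over the 4 lists), with the Reactome list (0.02 and 0.03), with no filter (0.00329 and 0.00439) and without Aged replicate 34 (4.24e-05 and 0.00017). The paper lists the longevity regulating pathway as enriched (Figure 4F), and here its exact p was 0.325. It passed with no filter (0.0458, also after adjustment over the 4 lists). Among alternatives chosen after seeing the values, it passed among opposite-trend genes at adjusted p with the DESeq2 Wald test (0.0167, and 0.0334 after adjustment over the lists) and, before that adjustment only, with limma on log2(FPKM + 1) (0.0244 and 0.0976, but 0.232 with limma on log2(FPKM + 0.1)). The paper lists glutathione metabolism as enriched (Figure 4F). Here its exact p was 0.0299 and 0.0598 after adjustment over the 4 lists. The adjusted value was 0.00414 with no filter, 0.00289 without Aged replicate 31, 0.0125 and 0.0252 without Aged+CF replicates 30 and 32, and, chosen after seeing the values, 0.0185 with the DESeq2 fit with only the compared groups and 0.0178 among its opposite-trend genes at adjusted p. These lists are not the KEGG and GO terms themselves.

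The paper names DNA damage as the clearest change with CEFFE. Here homologous recombination repair ranked 61 of 879 Reactome sets, and cholesterol biosynthesis had the smallest p, in a ranking chosen after seeing the data. Homologous recombination repair ranked 13 among the genes higher in Aged+CF. The Fanconi anemia pathway ranked 20, with all 7 opposite-trend genes higher in Aged+CF (exact p adjusted over all sets 0.00672). Without Aged replicate 33, cholesterol biosynthesis ranked 128 (exact p = 0.132).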

Other observations

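In this part, the tests on cell-division genes, on counts of exactly 1, on overlapping genes, and on splits for the cholesterol, glutathione, longevity and transport genes were chosen only after the result was seen. The other tests were set before it.

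The counts of DEGs were compared with those of other splits of the same ovaries. For Aged vs Control, 1 of the 35 splits into 3 and 4 ovaries, the real split, gave as many DEGs at unadjusted p, and the others gave 187 to 2062. At adjusted p it was also 1 of 35, and the others gave 0 to 2. Of the 8 splits that part the 3 same-numbered pairs, 1 gave as many, the real split, and the others gave 198 to 1100, while the 27 splits that part fewer pairs gave 187 to 2062. With 8 splits the share cannot go under 0.05. For Aged+CF vs Aged, 2 of the 10 splits of the 6 ovaries gave as many DEGs at unadjusted p. The other one set Aged replicates 31 and 33 with Aged+CF replicate 32 against the rest and gave 1546. At adjusted p, 4 of the 10 splits gave at least 1 gene. With 10 splits the share is never under 0.1, so the number of DEGs of Aged+CF vs Aged cannot be told apart from that of other groupings of these ovaries.

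For the opposite-trend genes, the 20 ways to call 3 of the 6 aged ovaries Aged were compared. The real assignment gave the most at unadjusted p (1 of 20), and the others gave 43 to 959. At adjusted p, 6 of the 20 gave at least 1 gene. The real assignment gave the most homologous recombination genes (8, 1 of 20, the others 0 to 3), glutathione genes (7, 1 of 20, the others 0 to 6) and longevity genes (6, 1 of 20, the others 0 to 4). For the transport genes 2 of the 20 gave as many as the real 39, and the highest gave 53. For the cholesterol biosynthesis genes 3 of the 20 gave as many as the real 15, and the highest gave 17. With 20 assignments the share cannot go under 0.05.

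Opposite directions in the 2 comparisons can arise because the Aged ovaries enter both. Across all genes tested, which are not independent replicates, the log2 fold changes of the 2 comparisons had a Spearman rho of -0.692. With different Aged ovaries in the 2 comparisons, the median rho was -0.262, with a range of -0.387 to -0.099 over 6 ways to divide them. The rho was negative in all 6 divisions, where no Aged ovary enters both comparisons, so the sharing does not explain that part. It may account for some of the rest of the rho of -0.692, but fewer ovaries per comparison also bring rho nearer to 0, and these 2 cannot be told apart. Opposite-trend genes called without an Aged ovary were then looked up in that ovary. In Aged replicate 31, 85.6% of 1299 genes had the opposite trend, in Aged replicate 33, 76.4% of 1082, and in Aged replicate 34, 58.1% of 1675. The genes were called with the same Control and Aged+CF ovaries, whose chance values can raise these shares. The share expected without a change was not computed, so the shares do not decide whether the trend is real.

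A lower number of oocytes or of dividing cells per ovary might lower homologous recombination genes in Aged, without a change within cells. The median log2 fold change in Aged vs Control and Aged+CF vs Aged was -0.37 and 0.25 for the 40 homologous recombination genes, -2.36 and 0.98 for the 25 oocyte markers, and -1.55 and 0.85 for the 20 cell-division genes. With the oocyte score as a covariate, 12 homologous recombination genes had an unadjusted edgeR p under the threshold in Aged+CF vs Aged (17 without it). With the cell-division score as a covariate, the median log2 fold change of the list was 0.06, and 11 genes were under the threshold. Both scores separate Aged from Aged+CF without overlap, so the treatment and the number of these cells cannot be told apart in these data.

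Aged replicate 34 had the lowest oocyte score (-2.24) and cell-division score (-2.32) and the highest immune score (2.07) of the 10 ovaries. Aged replicate 33 had the highest share of mitochondrial counts (6.03%) and the smallest TMM factor (0.871).

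Pet117 was the single DEG of Aged+CF vs Aged at adjusted p, with 1 count in all Control and Aged+CF ovaries. An all-or-none assignment of reads to the gene was tested first by counting values of 1 and 2 in the 16440 genes with at least 40 counts in some ovary. There were 361 values of 1 and 314 values of 2 (exact binomial p = 0.0766), which does not settle it. In a further test, 7 genes had exactly 1 count in at least 3 ovaries and at least 20 in every other, 0 genes had that pattern with 2 counts, and 12 had it with 0 counts. The 6 of them other than Pet117 all overlap another gene on the same strand, as did 125 of 498 random genes (25.1%; two-sided Fisher exact p = 0.000283). Pet117 overlaps Kat14 on the same strand. Random genes of any type are a weak comparison, because the 6 genes are of types that often lie inside other genes. Of genes of the same types, 10 of 14 miRNAs, 4 of 4 misc_RNAs, 1 of 10 mitochondrial tRNAs and 125 of 838 processed pseudogenes overlap such a gene, and the chance that all 6 do is 0.00761 by these shares. That value rests mostly on 1 tRNA and 1 pseudogene and on few genes per type. Of the 11 annotated genes with the pattern at 0 counts, 7 overlap such a gene (63.6%), so the overlap is not particular to counts of 1. Reads shared with an overlapping gene are a candidate explanation of the counts of Pet117, and no reads were examined.

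Gene length and GC content were tested as explanations of the DEGs. The larger Spearman rho with the log2 fold change across 18910 genes was -0.096 in Aged vs Control and 0.227 in Aged+CF vs Aged, both with transcript length. Both were within the limit of 0.3 set before the test.

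RNA values of genes whose products the paper stained or measured in other animals or assays were as follows, with p adjusted over a list of 9 such genes. Pecam1, which encodes CD31, had a log2 fold change of 0.61 in Aged vs Control (edgeR p adjusted over the list 0.00206) and of -0.42 in Aged+CF vs Aged (0.0348). CD31 staining, which the paper reads as vessel growth in the ovarian medulla, changed the other way in both comparisons (Figure 3A). RNA of the whole ovary and staining of a region are unlike measures, so the 2 results need not conflict. Mki67 had -1.95 (0.000784) and 1.23 (0.0134). Cdkn1a, which encodes p21, had 0.07 (0.81) and 1.45 (0.00857). Cdkn2a had 1.30 (0.014) and -0.54 (0.265) and Trp53 had -0.49 (0.00731) and 0.21 (0.265). H2ax had -0.83 (0.00127) and 0.20 (0.265), Amh had -2.74 (0.014) and 1.08 (0.265), and Fshr had -0.91 (0.014) and 0.85 (0.0457). Over all genes tested, the adjusted p of none of these genes in Aged+CF vs Aged was under the threshold, and the lowest was 0.159, for Cdkn1a. The endothelial marker score rose by 1.79 from Control to Aged (exact permutation p = 0.0286) and differed by -1.18 from Aged to Aged+CF (exact permutation p = 0.1, the smallest the design allows).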
